# Repressed *Blautia*-acetate immunological axis underlies breast cancer progression promoted by chronic stress

**DOI:** 10.1038/s41467-023-41817-2

**Published:** 2023-10-03

**Authors:** Ling Ye, Yuanlong Hou, Wanyu Hu, Hongmei Wang, Ruopeng Yang, Qihan Zhang, Qiaoli Feng, Xiao Zheng, Guangyu Yao, Haiping Hao

**Keywords:** Microbiome, Depression, Tumour immunology, Breast cancer

## Abstract

Chronic stress is a known risk factor for breast cancer, yet the underlying mechanisms are unclear. This study explores the potential involvement of microbial and metabolic signals in chronic stress-promoted breast cancer progression, revealing that reduced abundances of *Blautia* and its metabolite acetate may contribute to this process. Treatment with *Blautia* and acetate increases antitumor responses of CD8^+^ T cells and reverses stress-promoted breast cancer progression in female mice. Patients with depression exhibit lower abundances of *Blautia* and acetate, and breast cancer female patients with depression display lower abundances of acetate, decreased numbers of tumor-infiltrating CD8^+^ T cells, and an increased risk of metastasis. These results suggest that *Blautia*-derived acetate plays a crucial role in modulating the immune response to breast cancer, and its reduction may contribute to chronic stress-promoted cancer progression. Our findings advance the understanding of microbial and metabolic signals implicated in cancer in patients with depression and may provide therapeutic options for female patients with breast cancer and depression.

## Abstract (web summary)

Chronic stress can promote breast cancer progression. Here the authors show that a reduction in the levels of *Blautia* and its metabolite acetate contributes to chronic stress-promoted breast cancer progression, associated with decreased CD8 + T cell anti-tumor immunity.

## Introduction

Breast cancer is a major global health issue, comprising about 25% of all cancer cases in women^1^. In 2020, approximately 2.3 million new cases were diagnosed worldwide, and it remains a leading cause of cancer-related deaths among women, accounting for an estimated 685,000 deaths in the same year^2^. Depression, a mental health condition, has been associated with the development, progression, and poor treatment outcomes of breast cancer based on clinical and preclinical studies^3^. Comorbid depression can promote breast cancer progression^4–7^, and breast cancer patients are susceptible to developing depression due to chronic psychological stress, leading to poor prognosis and high mortality^8^.

Depression’s impact on the immune system and inflammation pathways may contribute to breast cancer development. Previous studies have focused on how the activation of the hypothalamic–pituitary–adrenal axis and the sympathetic nervous system from depression leads to the repression of tumor immunology, which may contribute to facilitated growth and metastasis of cancer^9–12^. It has been suggested that β-adrenergic blockers may help restore chronic stress-repressed tumor immunology^13^, but there is no direct evidence yet of the combinatorial use of β-adrenergic blockers with anti-cancer drugs improving the survival of cancer patients with comorbid depression^14,15^. Therefore, there is an urgent need to uncover innovative causal links and mechanisms connecting depression to cancer progression and develop effective therapeutic approaches.

Gut microbiota and its metabolites have critical roles in shaping host immunity and are involved in diverse pathophysiological events of many diseases, including cancer and depression^16–18^. Studies have shown that chronic stress can alter the composition and metabolic features of gut microbiota, disrupting the immune system^18–21^. Therefore, dysbiosis of gut microbiota caused by chronic stress may play a critical role in cancer progression. However, it is still unclear how microbial and particularly the relative host–microbiota co-metabolic signals to the immune system are involved during chronic stress-promoted cancer progression. Notably, oral supplementation with *Akkermansia muciniphila* restored the efficiency of PD-1 blockade by expanding T cells^22^, gut microbiota-mediated bile acid metabolism inhibited liver cancer progression by increasing NKT cell activity^23^, and microbial short-chain fatty acids (SCFAs) enhanced the anti-tumor activity of CD8^+^ T cells and improved cancer immunotherapy^24,25^. *Lactobacillus rhamnosus* JB-1, which possesses antidepressant-like effects in mice, has been found to modulate the immune system through the induction of immunosuppressive T regulatory cells^26,27^. Therefore, it is reasonable to hypothesize that establishing innovative causal links and mechanisms connecting gut microbiota to cancer progression could be beneficial in the development of effective therapeutic approaches for cancer patients with comorbid depression.

In this work, our study aims to elucidate the role of gut microbiota and its associated metabolic signals in the promotion of breast cancer progression within the context of depression. We develop a temporospatial microbe-phenotype triangulation approach, integrating metabolomics and metagenomics, to precisely identify the causal microbes and metabolites involved in the co-occurrence of depression and breast cancer. Our findings unveil that chronic stress leads to a reduction in the abundance of the key microbe *Blautia* and its metabolite acetate. These deficiencies may contribute to the promotion of breast cancer progression in the context of chronic stress by reducing the number and function of CD8^+^ T cells in the tumor microenvironment. Additionally, we demonstrate the potential of *Blautia* and acetate treatment in enhancing the antitumor responses of CD8^+^ T cells, thereby mitigating the effects of chronic stress on breast cancer progression.

## Results

### Chronic stress accelerates breast cancer progression associated with compromised CD8^+^ T cell response

To investigate the impact of chronic stress on tumor progression, we exposed mice to chronic restraint stress (CRS) or chronic unpredictable stress (CUS) for 2 weeks (Supplementary Fig. 1a, b) before inoculating them with 4T1 or E0771 cells, resulting in the establishment of two distinct breast cancer growth models (Fig. 1a, b). Consistent with previous findings^28,29^, we observed accelerated tumor progression in mice exposed to chronic stress when compared to non-stressed mice (Fig. 1c, d and Supplementary Fig. 1c, d). We also observed a significant decrease in T cells, particularly CD8^+^ T cells, in the blood, spleen, and tumor tissue in the chronic stress conditions; however, no significant changes were observed in B cells, macrophages, monocytes, and NK cells in the tumor tissue (Supplementary Fig. 1e–g). Furthermore, we observed a decline in the ability of tumor-infiltrating CD8^+^ T cells to produce inflammatory cytokines interferon-gamma (IFN-γ) in stressed mice, in addition to the decrease in their numbers (Fig. 1e–h), despite no significant changes were observed in the levels of cytolytic molecule granzyme B (GZMB) and tumor necrosis factor α (TNF-α) (Supplementary Fig. 1h). Our results suggest that chronic stress leads to accelerated breast cancer progression through compromised responses of infiltrated CD8^+^ T cells in the tumor.

**Fig. 1:**
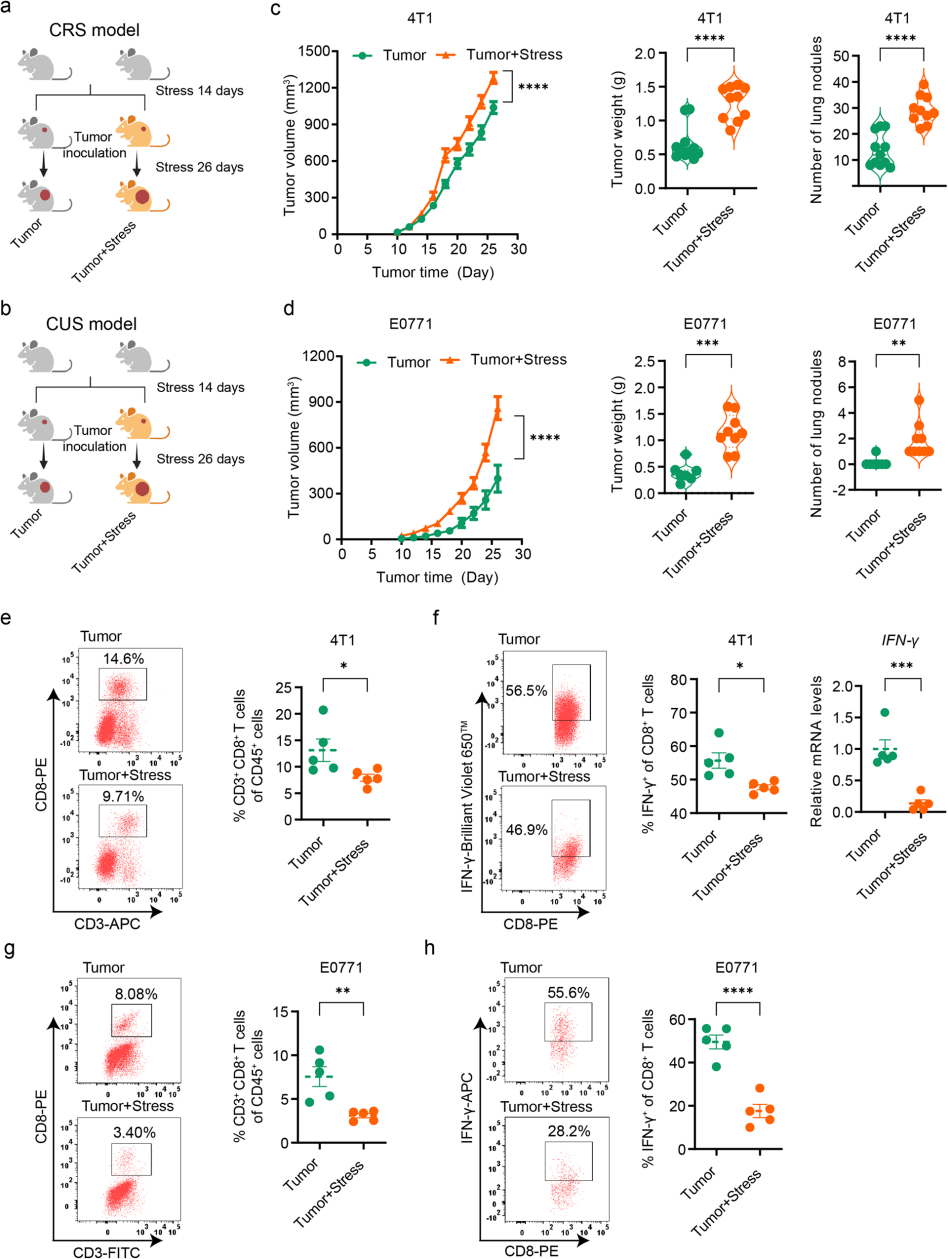
Chronic stress promotes breast cancer progression and impairs intratumoral CD8^+^ T cells. **a** Experimental design for Balb/c mice: one group was subjected to CRS for 14 consecutive days before inoculation with 4T1 cells, and the other group was inoculated with 4T1 cells without stress exposure. Created with BioRender.com. **b** Experimental design for C57BL/6 mice: one group was exposed to CUS for 14 consecutive days before inoculation with E0771 cells, and the other group was inoculated with E0771 cells without stress exposure. Created with BioRender.com. **c** Tumor growth volume, weight, and lung metastasis burden in mice with 4T1 cells inoculation (*n* = 11 for tumor group, *n* = 10 for tumor + stress group). **d** Tumor growth volume, weight, and lung metastasis burden in mice with E0771 cells inoculation (*n* = 7 for tumor group, *n* = 9 for tumor + stress group). **e** Tumor-infiltrating CD8^+^ T cells in mice with 4T1 cells inoculation were analyzed by flow cytometry (*n* = 5 per group). **f** IFN-γ expression in tumor-infiltrating CD8^+^ T cells of mice with 4T1 cells inoculation analyzed by flow cytometry or qPCR (*n* = 5 per group). **g** Tumor-infiltrating CD8^+^ T cells in mice with E0771 cells inoculation were analyzed by flow cytometry (*n* = 5 per group). **h** IFN-γ expression in tumor-infiltrating CD8^+^ T cells of mice with E0771 cells inoculation analyzed by flow cytometry (*n* = 5 per group). Data were presented as mean ± SEM. Statistical significance was determined using two-way ANOVA followed by Sidak’s multiple comparison test for tumor volume and unpaired two-tailed Student’s *t*-test for the other data. Significance levels are denoted as *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. “ns” indicates no significant difference. Source data and exact *p* values are provided in the Source data file.

### Gut microbiota mediates chronic stress-promoted breast cancer progression

To explore the potential link between gut microbiota and breast cancer progression exacerbated by chronic stress, a cocktail of antibiotics (ABX) was administered to mice in order to deplete commensal bacteria in the gut (Supplementary Fig. 2a, b). The study showed that chronic stress accelerated breast cancer progression, whereas the tumor-promoting effects of chronic stress were absent in mice treated with ABX (Fig. 2a–c and Supplementary Fig. 2c–e). Notably, no significant differences were observed in the abundances and function of tumor-infiltrated CD8^+^ T cells between stressed and non-stressed mice following ABX treatment (Fig. 2d). Moreover, the ABX treatment per se did not affect breast cancer progression in non-stressed mice compared to the group not receiving ABX (Fig. 2b–d). These findings suggest a potential role of gut commensal bacteria in mediating the tumor-promoting effects of chronic stress in breast cancer progression.

**Fig. 2:**
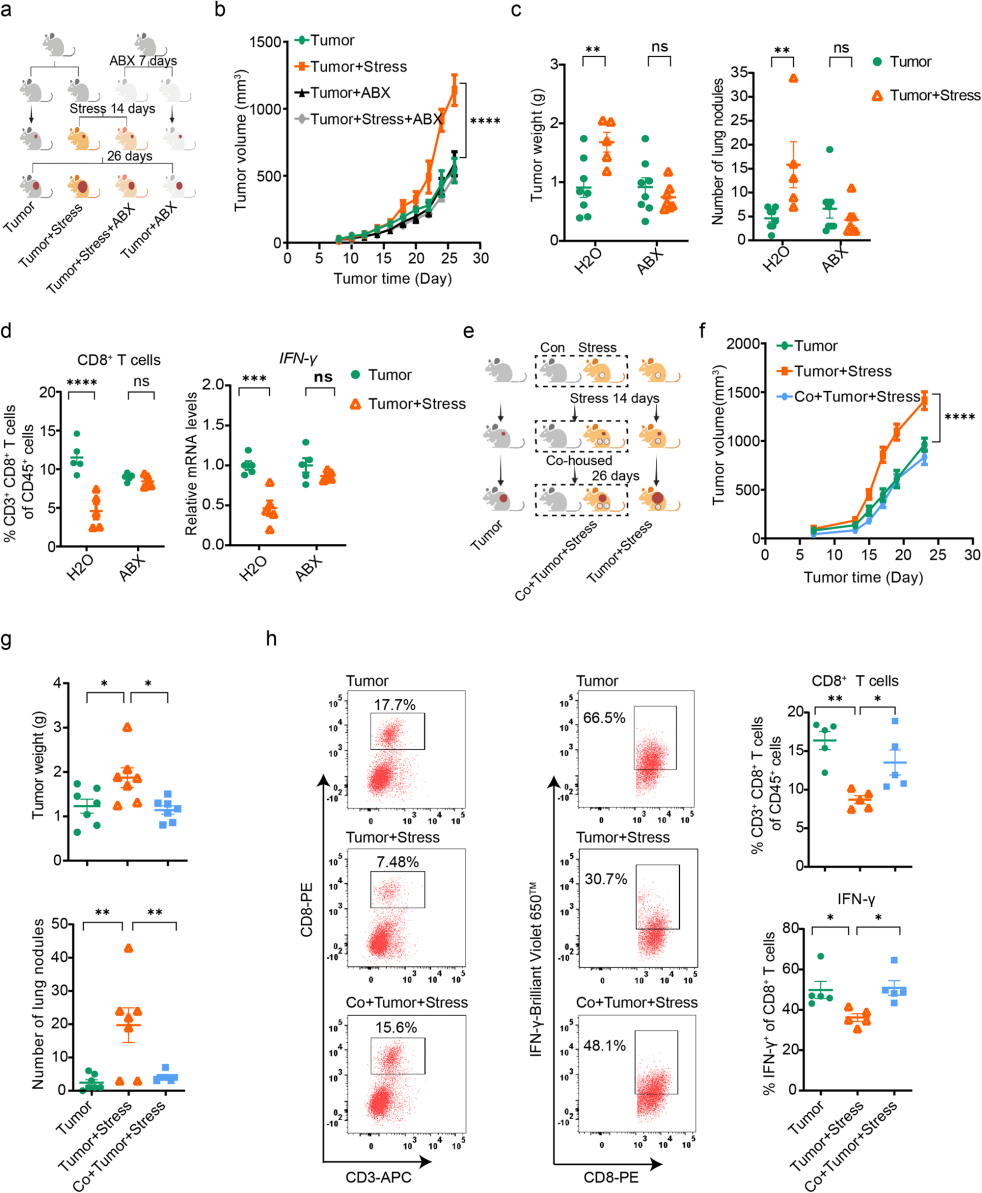
Gut microbiota modulates breast cancer progression exacerbated by chronic stress. **a** Experimental design for the ABX treatment: mice were treated with sodium chloride or ABX for 7 days prior to dividing into two groups. One group was exposed to chronic restraint stress for 14 consecutive days before 4T1 cells inoculation and continued until the end of the experiment, while the other group was inoculated with 4T1 cells without stress exposure. The ABX groups received ABX throughout the experiment. Created with BioRender.com. **b** Tumor growth volume in the ABX treatment experiment (tumor group: *n* = 8, tumor + stress group: *n* = 5, tumor + ABX group: *n* = 8, tumor + stress + ABX group: *n* = 7). **c** Tumor weight and tumor burdens on the lung in the ABX treatment experiment (tumor group: *n* = 8, tumor + stress group: *n* = 5, tumor + ABX group: *n* = 8, tumor + stress + ABX group: *n* = 7). **d** Tumor-infiltrating CD8^+^ T cells and abundance of IFN-γ in tumor-infiltrating CD8^+^ T cells in the ABX treatment experiment (*n* = 5 per group). **e** Experimental design for the co-housing experiment, in which mice with non-stressed, stressed, and co-housed stressed conditions were inoculated with 4T1 cells, respectively. Created with BioRender.com. **f** Tumor growth volume in the co-housing experiment (*n* = 7 per group). **g** Tumor weight and tumor burdens on the lung in the co-housing experiment (*n* = 7 per group). **h** Tumor-infiltrating CD8^+^ T cells and IFN-γ abundance of tumor-infiltrating CD8^+^ T cells in the co-housing experiment (*n* = 5 per group). Data were presented as mean ± SEM. Statistical significance was determined using two-way ANOVA followed by Sidak’s multiple comparison test for (**b**–**f**) and one-way ANOVA followed by Tukey’s multiple comparisons test for (**g**, **h**). Significance levels are denoted as *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; “ns” indicates no significant difference. Source data and exact *p* values are provided in the Source data file.

To further confirm the essential role of gut microbiota in chronic stress-promoted breast cancer progression, we established a co-housing mouse model (Fig. 2e), enabling the horizontal transfer of microbial communities from one mouse to another and, thereby the expected normalization of gut-associated phenotype. Our results demonstrated that the accelerated progression of breast cancer induced by chronic stress was abolished when the stressed tumor mice were co-housed with non-stressed mice (Fig. 2f, g and Supplementary Fig. 2f, g). More importantly, the abundance and function of tumor-infiltrating CD8^+^ T cells were significantly enhanced in the stressed mice under co-housing conditions (Fig. 2h). Furthermore, increased production of IFN-γ by tumor-infiltrating CD8^+^ T cells was also observed in co-housed stressed mice (Fig. 2h), although no significant differences were observed in the production of GZMB and TNF-α by tumor-infiltrating CD8^+^ T cells (Supplementary Fig. 2h). Taken together, our data support the involvement of gut microbiota in the promotion of breast cancer progression under conditions of chronic stress.

### Declined *Blautia* underlies chronic stress-promoted breast cancer progression

To reduce the impact of confounding microbes and identify exact causal microbiota and metabolites, we employed and modified a temporospatial microbe–phenotype triangulation approach^30^. We initially screened for microbes that exhibited significant changes upon co-housing along the spatial axis, which involved analyzing cecum samples from different groups. We identified several microbes that were significantly altered, including *Blautia*, *Ruminiclostridium*, *Intestinimonas*, and *Peptococcus* (Fig. 3a–c and Supplementary Fig. 3e–h). To further verify the possible causal microbes, we investigated the abundance of microbes over time, and we reasoned that only the microbiota exhibiting stable time-dependent changes are truly causal. Therefore, we analyzed fecal samples from the co-housed stressed tumor group at different time points along the temporal axis. We observed a gradual increase in the abundance of *Blautia*, *Ruminiclostridium*, *Ruminococcus*, and *Lachnospiraceae_NK4A136_group* from day 14, with maximal changes seen after 40 days (Fig. 3d–f). This temporospatial approach allowed us to identify *Blautia* and *Ruminiclostridium* as potential causal microbes responsible for facilitating depression-related breast cancer progression.

**Fig. 3:**
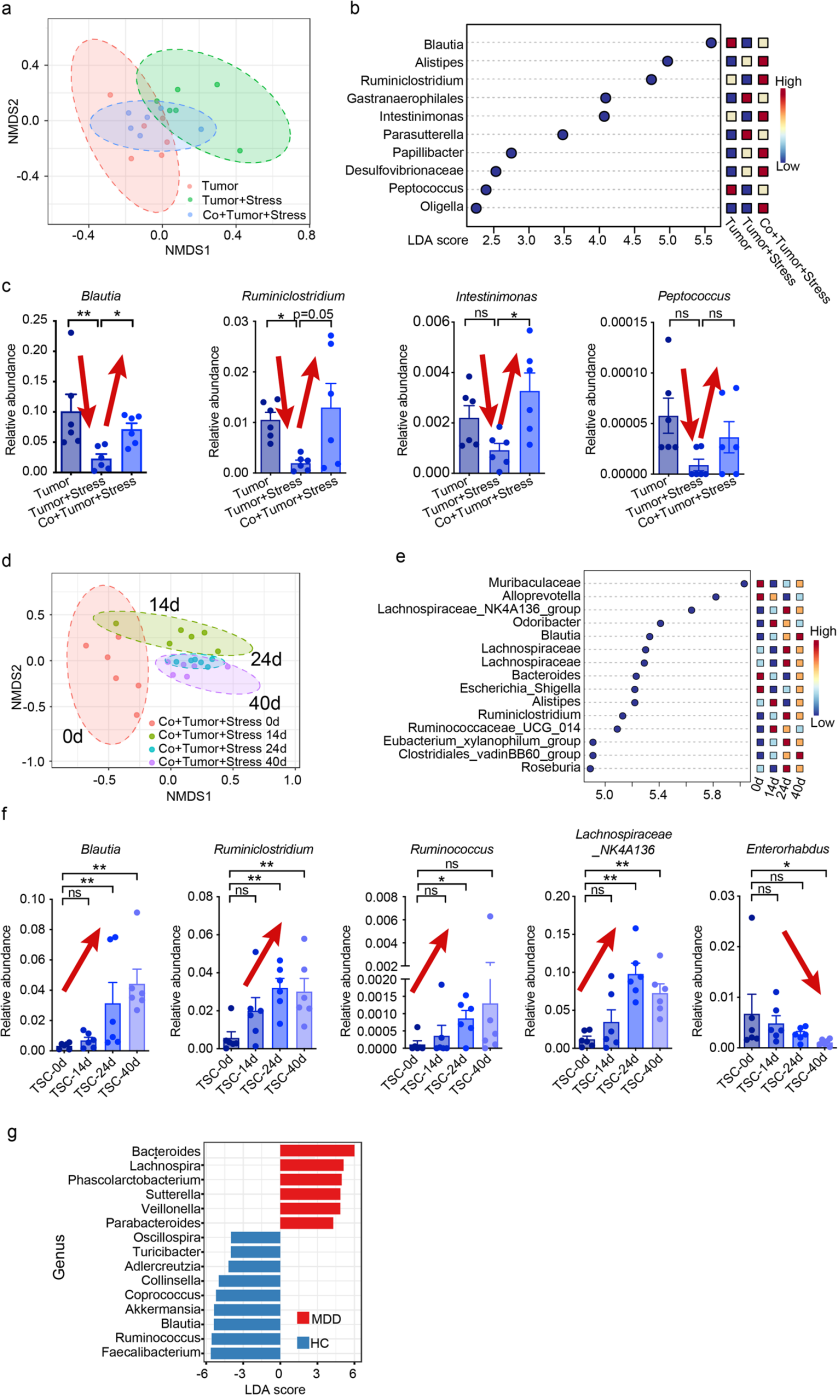
Temporal and spatial interlacing analysis of gut microbiota. **a** Non-metric multidimensional scaling (NMDS) plot of the cecal microbiota in non-stressed, stressed, and co-housed stressed tumor mice at the end of 40 days. **b** Linear discriminant analysis (LDA) score of differentially expressed genera obtained from the LEfSe analysis of cecal microbial abundance. Genera with LDA > 2 are listed. **c** Significant changes in the relative abundance at the genus level from the cecal microbiota in the co-housing experiments. **d** NMDS plot showing time-dependent changes in the fecal microbial composition of co-housed stressed tumor mice at 0, 14, 24, and 40 days. **e** LDA score of differentially expressed genera obtained from the LEfSe analysis of fecal microbial abundance of co-housed stressed tumor mice. Genera with LDA > 2.5 are listed. **f** Significant time-dependent changes in the relative abundance at the genus level from the fecal microbiota of co-housed stressed tumor mice (TSC). Data were presented as mean ± SEM, with *n* = 6 per group applied consistently across all panels (**a**–**f**). *p < 0.05 and **p < 0.01 indicate statistical significance determined by the **c** Kruskal–Wallis test and **f** two-tailed Mann–Whitney test, while “ns” indicates no significant difference. **g** LEfSe plot showing differentially abundant genera across MDD (*n* = 40) and HC (*n* = 30). Genera with Kruskal–Wallis ≤ 0.05, LDA > 2, and FDR < 0.05 are shown. Source data and exact *p* values are provided in the Source data file.

To validate the initial findings, we conducted 16 S ribosomal RNA (rRNA) gene sequencing on cecal contents collected from non-stressed and stressed mice with or without breast cancer at the end of the experiments. Beta-diversity analysis utilizing the Bray–Curtis dissimilarity metric in principal coordinate analysis revealed distinct clustering of gut microbial profiles between the non-stressed and stressed groups (Supplementary Fig. 3a). Specifically, the stressed group exhibited a significant reduction in the abundance of *Blautia* but not *Ruminiclostridium* compared to the non-stressed group (Supplementary Fig. 3b, c). Furthermore, we confirmed the association of *Blautia* spp. with chronic stress by assessing their abundance in the CUS model, where the levels of *Blautia coccoides* (BC) and *Blautia obeum* (BO) were significantly decreased (Supplementary Fig. 3d). Moreover, 16 S rRNA sequencing was performed on stool samples obtained from patients with major depressive disorder (MDD) and healthy controls (HC), revealing a significantly lower abundance of *Blautia* in MDD patients compared to that in HC (Fig. 3g).

To confirm the causal role of *Blautia* in chronic stress-promoted breast cancer progression, we conducted an experiment in which BC or BO was administered to tumor mice subjected to chronic stress (Fig. 4a, b). The results demonstrated that treatment with both BC and BO significantly inhibited the accelerated progression of breast cancer induced by chronic stress (Fig. 4c, d). Moreover, compared to the stressed control group, treatment with both BC and BO substantially increased the infiltration of CD8^+^ T cells into the tumor and effectively stimulated the production of IFN-γ by CD8^+^ T cells (Fig. 4e, f).

**Fig. 4:**
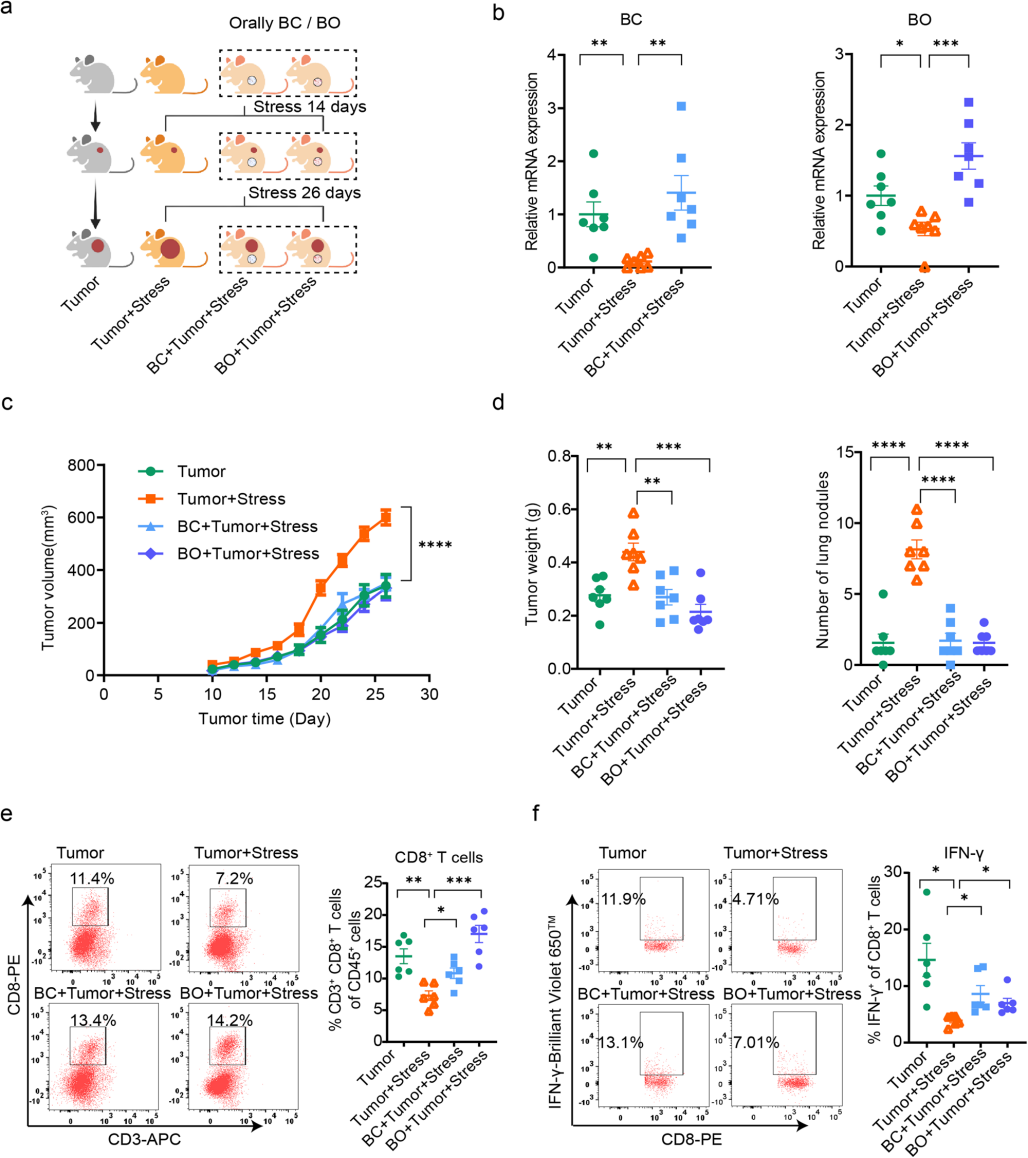
Supplemental BC and BO eliminate promoted breast cancer progression by chronic stress. **a** Schematic of the experimental design. Stressed mice were orally inoculated with or without BC/BO throughout the experiment for 40 days (*n* = 7 per group). Created with BioRender.com. **b** The mRNA expression of BC and BO after colonization for 14 days in mice was measured by qPCR (*n* = 7 per group). **c** Tumor growth volume after colonization with BC and BO (*n* = 7 per group). **d** Tumor weight and tumor burden in the lung after colonization with BC and BO (*n* = 7 per group). **e** Tumor-infiltrated CD8^+^ T cells analyzed by flow cytometry after colonization with BC and BO (*n* = 6 per group). **f** IFN-γ abundance of tumor-infiltrated CD8^+^ T cells after colonization with BC and BO (*n* = 6 per group). Data were presented as mean ± SEM. Statistical significance was determined by **c** two-way ANOVA followed by Sidak’s multiple comparison test and **b**, **d**–**f** one-way ANOVA followed by unpaired *t* with Welch’s correction. Significance levels are denoted as *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. “ns” indicates no significant difference. Source data and exact *p* values are provided in the Source data file.

These findings provide strong evidence supporting the essential role of *Blautia* in the link between chronic stress and the progression of breast cancer and suggest that targeting *Blautia* could potentially serve as a therapeutic strategy for breast cancer patients experiencing chronic stress.

### Reduced *Blautia* leads to compromised production of acetate

To elucidate the mechanism by which the reduced abundance of *Blautia* is involved in the progression of breast cancer promoted by chronic stress, we conducted a metabolomic analysis using serum and tumor samples obtained from mice involved in co-housing experiments. Since microbial metabolites are recognized as the dominant signals in conveying host-microbiota interactions^16,31^, we next extended to identify the relevant microbial metabolites associated with the causal microbial changes. Principal component analysis (PCA) revealed a distinct clustering of metabolites in different groups (Fig. 5a, b), and a total of 203 and 208 metabolites were identified in serum and tumor tissue, respectively. Notably, the heatmap showed 50 discriminant metabolites among the three groups, indicating that co-housing exerted a profound effect on shaping microbe-host metabolic balance (Fig. 5c, d). Acetate and stearoylcarnitine were identified as the most significantly changed metabolites in serum and tumor samples after co-housing (Fig. 5e, f and Supplementary Fig. 4c, d). Subsequently, we conducted a correlation analysis between the metabolites and gut microbiota and found that the contents of acetate and stearoylcarnitine were strongly and positively correlated with the abundance of *Blautia* (Supplementary Fig. 4a, b). Previous findings have shown that members of *Blautia* are prolific producers of acetate^32^. Our results revealed that the supplemented strains, BC and BO, were also capable of producing large amounts of acetate (Supplementary Fig. 4e), thereby supporting their effects in abrogating chronic stress accelerated cancer progression. Consistently, the content of acetate in tumor tissues was found to be reduced in the CUS model (Fig. 5g). Furthermore, the content of acetate in MDD patients was also significantly lower compared to that in the HC (Fig. 5h).

**Fig. 5:**
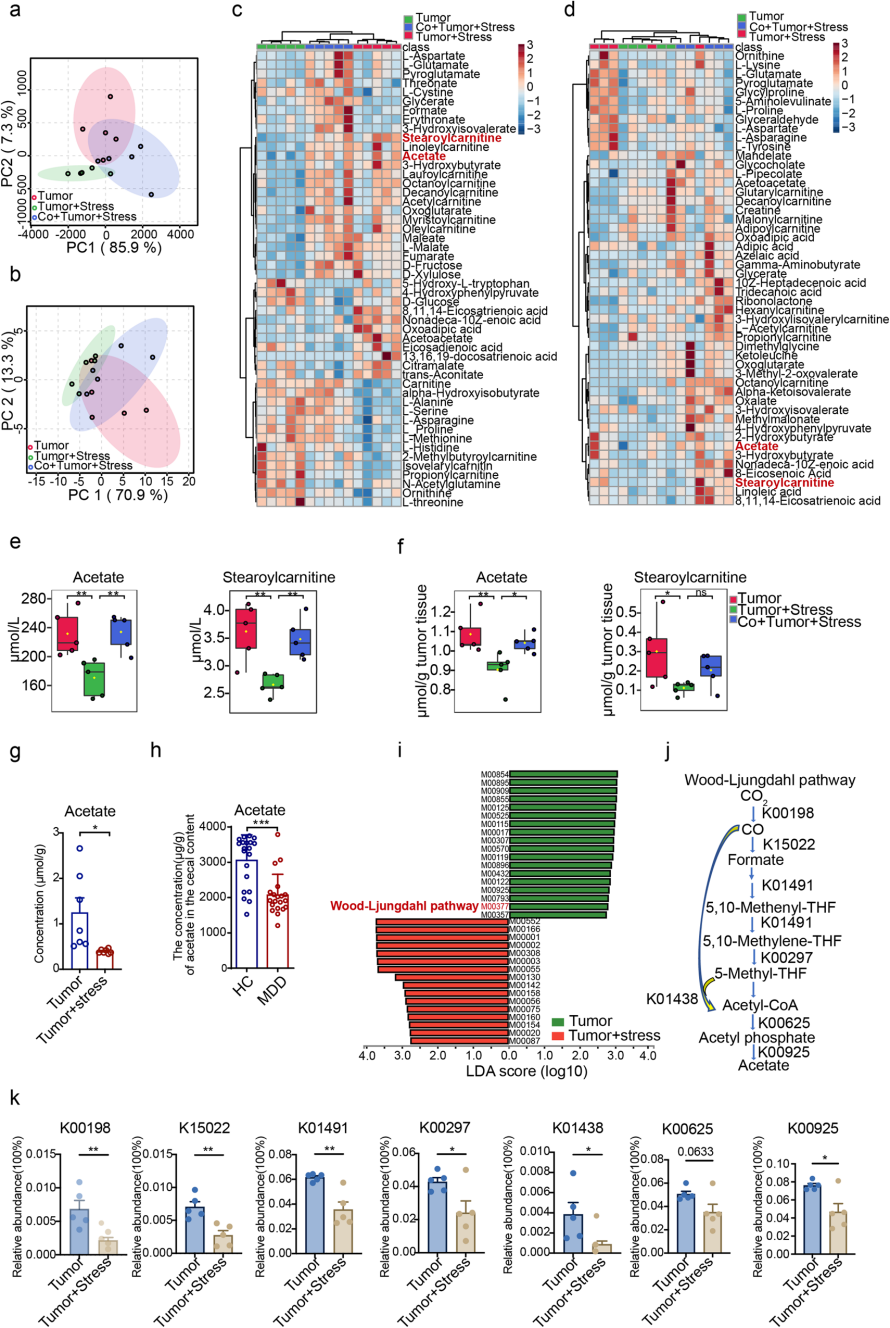
Metabolomics and metagenomics analysis of microbial metabolism. PCA score scatter based on **a** serum and **b** tumor metabolic profiling of non-stressed, stressed, and co-housed stressed tumor mice at the end of 40 days (*n* = 5 per group). Heatmap showing differential metabolic profiling in **c** serum and **d** tumor tissue among three groups (*n* = 5 per group). The concentration of acetate and stearoylcarnitine in the **e** serum and **f** tumor tissue of mice (*n* = 5 per group). The boxplot displays the distribution of concentrations for each metabolite, with the box representing the interquartile range (10th to 90th percentiles), the center line representing the median, and the whiskers representing the minimum and maximum values. **g** Concentration of acetate in the tumor tissue of tumor and stressed (CUS) tumor mice (*n* = 6 per group). **h** Contents of acetate in the feces of patients with MDD (*n* = 20) and HC (*n* = 20). **i** LEfSe analysis between tumor group and stressed tumor group in KEGG modules (*n* = 5 per group). **j** Overview of the Wood–Ljundahl pathway: K00198: anaerobic carbon-monoxide dehydrogenase catalytic subunit; K15022: formate dehydrogenase (NADP^+^) beta subunit; K01491: methylenetetrahydrofolate dehydrogenase (NADP^+^)/methenyltetrahydrofolate cyclohydrolase; K00297: methylenetetrahydrofolate reductase (NADH); K01438: acetyl-CoA synthase; K00625: phosphate acetyltransferase; K00925: acetate kinase. (k) The relative abundance of KOs associated with the Wood–Ljundahl pathway (*n* = 5 per group). Data were presented as mean ± SEM. Statistical significance was determined by one-way ANOVA followed by the Holm–Sidak test for (**e**, **f**) or two-sided Mann–Whitney *U* test for (**k**) and unpaired two-tailed Student’s *t*-test for (**g**, **h**). Significance levels are denoted as *p < 0.05; **p < 0.01; ***p < 0.001; “ns” indicates no significant difference. Source data and exact *p* values are provided in the Source data file.

To further verify the effect of the *Blautia*-acetate axis, we used shotgun metagenomics to determine the alteration of the enzymes of *Blautia* involved in acetate metabolism. Our metagenomic data indicated that the Wood–Ljundahl pathway, which is the main pathway generating acetate by *Blautia*^32^, was significantly downregulated, suggesting decreased acetyl-CoA capacity (Fig. 5i, j). We observed that nearly all the key genes involved in CO_2_ fixation (K00198, K15022), formyl-tetrahydrofolate ligase (K01491, K00297), and acetyl-CoA synthase (K01438) were significantly reduced (Fig. 5k), supporting the reduction of acetyl-CoA biosynthesis upon chronic stress. Further analysis revealed striking changes in pyruvate metabolism including phosphoacylase (K00625) and acetate kinase (K00925) in stressed tumor mice (Fig. 5k). To identify the bacterial genera involved in Wood–Ljungdahl pathway, we conducted an analysis of species contributing to K00198 from the top 50 bacterial genera (Supplementary Fig. 4f), and it was determined that the crucial K00198 was present in *Blautia*, *Lachnoclostridium*, *Ruminococcus*, *Clostridium*, and *Oscillibacter genera*. Taken together, these findings support that, under conditions of chronic stress, the decreased abundance of *Blautia* is more likely to contribute to the reduction of acetate production and that the disruption of the *Blautia*-acetate axis is likely involved in the pathological progression of breast cancer promoted by chronic stress.

### Acetate activates CD8^+^ T cells and retards chronic stress-promoted breast cancer progression

To verify the causal relationship between acetate and the progression of breast cancer under chronic stress, we conducted experiments involving the supplementation of sodium acetate (Fig. 6a). Our results demonstrate that sodium acetate treatment significantly suppressed tumor progression in stressed tumor mice when compared to sodium chloride treatment (Fig. 6b, c and Supplementary Fig. 5a, b). Notably, we observed a marked increase in intratumoral accumulation of CD8^+^ T cells and IFN-γ production in the stressed tumor mice following supplemental sodium acetate (Fig. 6d, e). Interestingly, our findings suggest that sodium acetate treatment did not yield a significant inhibition of breast cancer progression in non-stressed tumor mice (Fig. 6b, c).

**Fig. 6:**
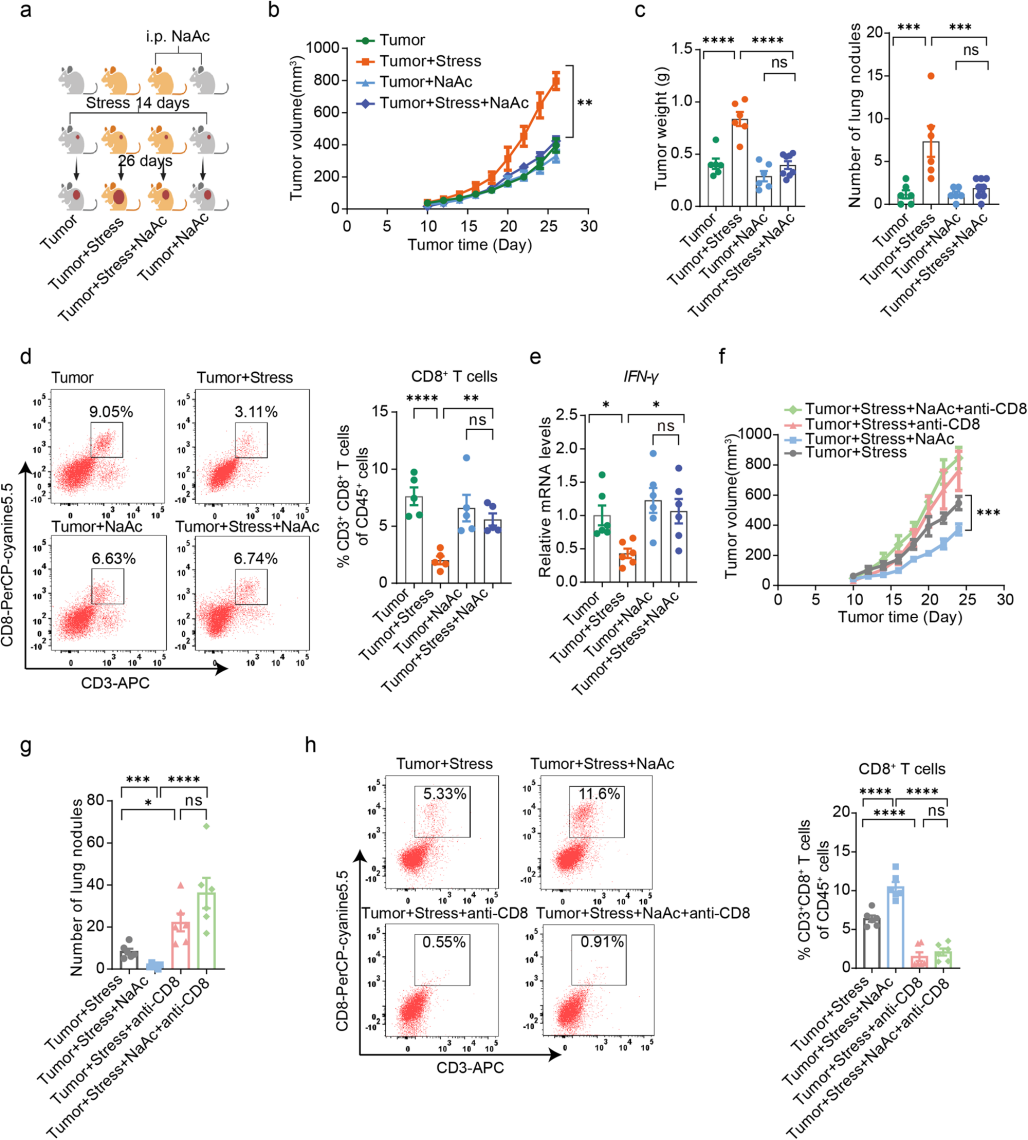
Acetate supplementation overcomes chronic stress-promoted breast cancer progression by activating CD8^+^ T cells. **a** Schematic representation of the experimental design. Mice were treated with sodium chloride (NaCl) or sodium acetate (NaAc) and then divided into two groups: one group was exposed to chronic restraint stress for 14 consecutive days before 4T1 cells inoculation and continued until the end of the experiment, and the other group was inoculated with 4T1 cells without stress exposure. The NaAc groups received NaAc throughout the experiment. Created with BioRender.com. **b** Tumor growth volume of mice treated with NaCl or NaAc and subjected to chronic restraint stress or not (Tumor group: *n* = 6, tumor + stress group: *n* = 6, tumor + NaAc group: *n* = 6, tumor + stress + NaAc group: *n* = 8). **c** Tumor weight and tumor burdens in the lungs of the mice (tumor group: *n* = 6, tumor + stress group: *n* = 6, tumor + NaAc group: *n* = 6, tumor + stress + NaAc group: *n* = 8). **d** Tumor-infiltrating CD8^+^ T cells with or without NaAc treatment in mice (*n* = 5 per group). **e** IFN-γ expression in the tumor-infiltrating CD8^+^ T cells by qPCR (*n* = 6 per group). **f**, **g** Tumor growth volume and tumor burdens in supplemental NaAc-stressed tumor mice with or without depletion of CD8^+^ T cells (*n* = 6 per group). **h** Tumor-infiltrating CD8^+^ T cells in mice after NaAc treatment with or without depletion of CD8^+^ T cells (*n* = 6 per group). Data were presented as mean ± SEM. Statistical significance was determined by two-way ANOVA followed by Sidak’s multiple comparisons test for (**b**, **f**), one-way ANOVA followed by Dunnett’s multiple comparisons test for (**c**–**e**, **h**), and unpaired two-tailed Student’s *t*-test for (**g**). Significance levels are denoted as *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. “ns” means no significant difference. Source data and exact *p* values are provided in the Source data file.

To investigate the essential role of CD8^+^ T cells in the tumor retardation mediated by sodium acetate in stressed tumor mice, we employed a CD8 neutralizing antibody to deplete CD8^+^ T cells in mice. Our results demonstrated that depletion of CD8^+^ T cells abolished the antitumor effect of sodium acetate (Fig. 6f–h), indicating the crucial role of CD8^+^ T cells in tumor retardation by sodium acetate in stressed tumor mice. To further examine the effect of acetate on CD8^+^ T cells, we evaluated the survival and functionality of CD8^+^ T cells treated with sodium acetate in vitro. Consistent with previous studies^25^, our data demonstrated that, unlike sodium propionate and sodium butyrate, sodium acetate did not directly impact the survival and functionality of CD8^+^ T cells (Supplementary Fig. 5c, d). We also assessed the direct effect of sodium acetate on the survival of breast cancer cells and found no evidence that sodium acetate can induce breast cancer cell death (Supplementary Fig. 5e). Therefore, we established a cell model where CD8^+^ T cells were co-cultured with 4T1 cells to investigate the effect of sodium acetate. Interestingly, the cytotoxic capacity of CD8^+^ T cells co-cultured with 4T1 cells was significantly enhanced by sodium acetate treatment in a dose-dependent manner (Fig. 7a). Notably, sodium acetate treatment, along with sodium propionate and sodium butyrate, increased the survival and production of IFN-γ in CD8^+^ T cells co-cultured with 4T1 cells (Fig. 7b, c and Supplementary Fig. 5f–h). Our findings suggest that acetate may not have direct effects on cancer cells and CD8^+^ T cells, but it can prevent impairment of CD8^+^ T cells induced by cancer cells, thereby boosting anti-tumor immunity.

**Fig. 7:**
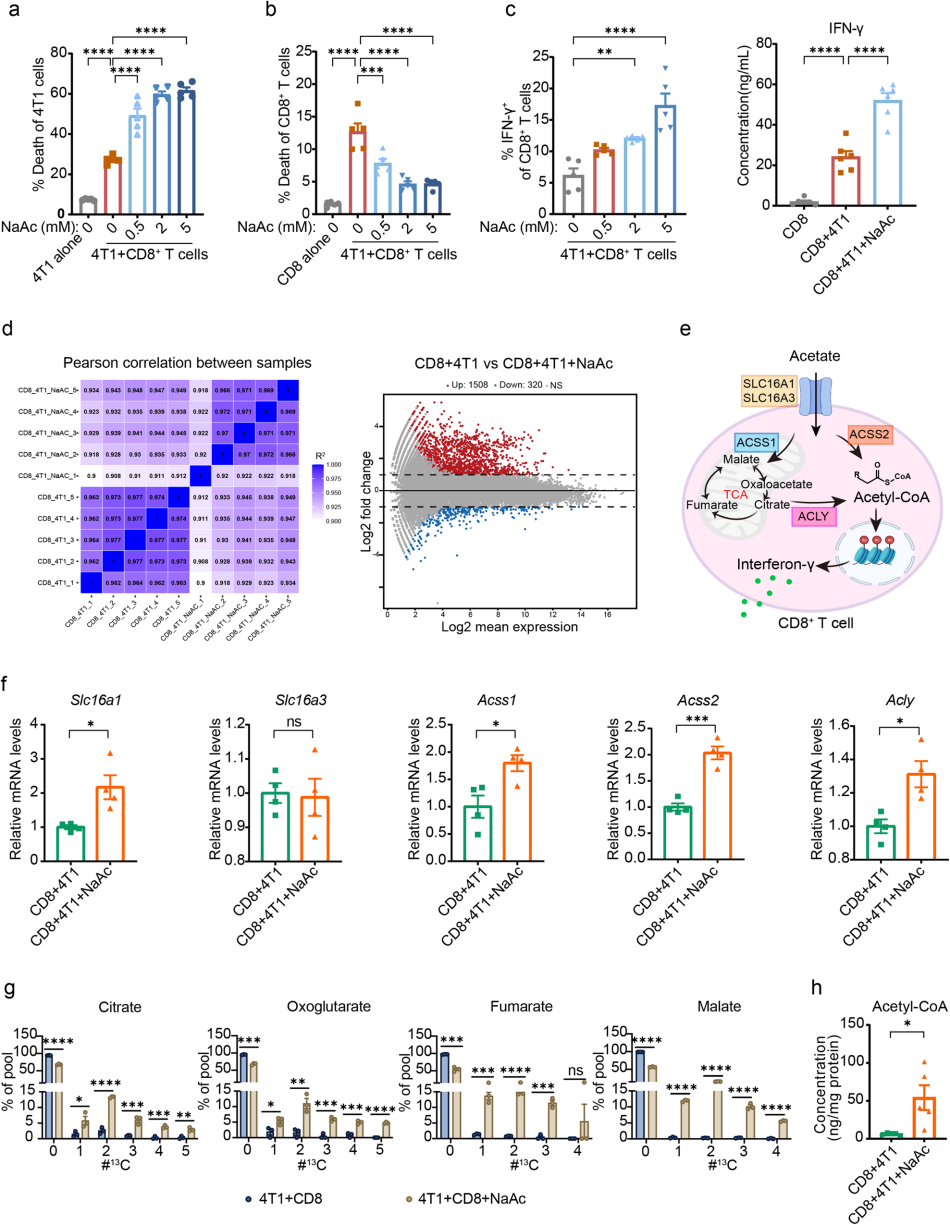
Acetate enhances the activity CD8^+^ T cells by replenishing the acetyl-CoA pool during co-culture with cancer cells. **a** Percentage of 4T1 cell death after co-culture with CD8^+^ T cells with or without NaAc (*n* = 5 per group). **b** Percentage of CD8^+^ T cell death after co-culture with 4T1 cells with or without NaAc (*n* = 5 per group). **c** Quantification of IFN-γ abundance in CD8^+^ T cells after NaAc treatment under co-culture with 4T1 cancer cells by flow cytometry (*n* = 5) or ELISA kit (*n* = 6). **d** Heatmap (left panel) and MA-plot (right panel) of control and acetate-exposed CD8^+^ T cells under co-culture with 4T1 cell transcriptome (*n* = 5 per group). **e** Pathway of acetate uptake and metabolism in CD8^+^ T cells. Created with BioRender.com. **f** mRNA expression of the solute carrier receptors *Slc16a1*, *Slc16a3*, *Acss1*, *Acss2*, and *Acly* in control and acetate-exposed CD8^+^ T cells under co-culture with 4T1 cells as determined by qPCR (*n* = 4 per group). **g** Metabolic isotopic tracing analysis of CD8^+^ T cells under co-culture with 4T1 cells after exposure to ^13^C-acetate. The *x*-axis shows the number of ^13^C per respective metabolite. Depicted are pooled data from two independent experiments with cells from *n* = 3 mice each. **h** Acetyl-CoA concentration in CD8^+^ T cell lysates after co-culture with 4T1 cells with or without acetate (*n* = 5 per group). Data were presented as mean ± SEM. Statistical significance was determined by one-way ANOVA followed by Dunnett’s multiple comparisons test for (**a**–**c**) and unpaired two-tailed Student’s *t*-test for (**f**–**h**). Significance levels are denoted as *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. “ns” means no significant difference. Source data and exact *p* values are provided in the Source data file.

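CD8+ T cells from co-culture with 4T1 cells, a mouse mammary carcinoma cell line, were sequenced in 2 groups of 5 samples, without (CD8+4T1) and with (CD8+4T1+NaAc) 5 mM sodium acetate (NaAc). According to the methods, the T cells were activated on plate-bound anti-CD3 for 12 h, then kept with or without NaAc for 24 h and co-cultured with the tumor cells for 48 h; the sample labels give day 3. RNA was isolated from the purified CD8+ T cells. The authors prepared the libraries with a NEBNext Ultra kit, sequenced them on a NovaSeq instrument, assembled the mapped reads with StringTie, counted them with featureCounts and compared the groups with DESeq2. The deposited values are FPKM (fragments per kilobase of gene length, relative to the fragments of the sample) for 57825 genes, 1 column per sample, not pooled. The paper's text does not name the aligner, the genome build or the strand setting of the counting. Multiplied by the listed gene length, the FPKM of a sample are whole multiples of a single step, which gives the fragments behind each value. By this measure the FPKM refer to between 16306447 and 17443395 fragments per CD8+4T1 sample (median 16502619) and between 16503701 and 18853726 per CD8+4T1+NaAc sample (median 16915446), a difference that did not exceed the spread between samples (exact permutation test, two-sided, p = 0.373). The listed genes held 97.4% of these fragments in the median CD8+4T1 sample and 91.1% in the median CD8+4T1+NaAc sample. Between 20233 and 25088 genes were above 0 FPKM in a sample, and 32272 genes in at least 1 sample. For the values given with the following results, genes with a mean of at least 0.5 FPKM over all 10 samples (15710 genes) were compared on the log2(FPKM + 0.1) scale with limma, which moderates each gene's variance across genes, and p-values were adjusted by the Benjamini-Hochberg method. The pseudocount draws the fold changes of genes with low FPKM toward 0. A sample near 0 FPKM can still make the mean log2 change larger than the ratio of the group means. The pseudocount, the filter on low values, the scaling of the samples and the threshold on the fold change are the choices that could move the counts of genes. A permutation test of 5 samples against 5 cannot give a p-value under 0.00794.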

To explore how acetate impacts CD8^+^ T cell function in co-culture conditions, we performed RNA sequencing on CD8^+^ T cells co-cultured with 4T1 cells treated with or without sodium acetate. Of the 29,956 gene transcripts expressed, only 1828 genes (6.1%) differed significantly between the groups, and no significant cluster was observed between groups (Fig. 7d). 

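Of the 15710 genes tested, 1016 had an adjusted p under 0.05 in limma and an absolute log2 fold change over 1, which is 6.47% of the genes tested and 3.15% of the 32272 genes above 0 FPKM in any sample. Among them 765 genes (75.3%) were higher and 251 were lower in CD8+4T1+NaAc. Among these genes, which were selected for a difference, the groups did not overlap for 825 (81.2%). With the adjusted p alone, 5742 genes (36.55%) differed, 2764 higher and 2978 lower, and 82.3% of these had an absolute log2 fold change of at most 1. Of the alternatives, asking for a mean of at least 5 FPKM gave the fewest genes past both thresholds (203) and a fold change over 1.5 the most (2269). When the FPKM of every sample were rescaled to the same total, the median log2 fold change of all genes moved from -0.02 to 0.15 and the split became 1006 genes higher and 155 lower (86.6% higher). With the replicate number as a block, 993 genes passed both thresholds. The deviations of same-numbered samples from their group means correlated with a mean r of 0.01 across genes. A low correlation over all genes cannot exclude pairing, and replicate 1 had the fewest genes above 0 FPKM in both groups. With each sample left out in turn, between 956 and 1157 genes passed. Marker genes of 4T1 cells were also higher in CD8+4T1+NaAc, so RNA of tumor cells may account for part of the 765 genes.

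The protein-coding genes with the largest rise, among those with a mean of at least 1 FPKM and no overlap between the groups, were Prl2c3, Stfa3, Nppb, Prl2c2 and Fn1. Fn1 (ENSMUSG00000026193), which encodes fibronectin and is listed on chromosome 1 from 71624679 to 71692359, had 1.43 ± 0.474 FPKM (SD, n = 5) in CD8+4T1 and 19.7 ± 5.13 FPKM (SD, n = 5) in CD8+4T1+NaAc, a log2 fold change of 3.70 (standard error 0.23, limma adjusted p = 9.29e-06). Prl2c3 had a log2 fold change of 3.80 (standard error 0.28) and Prl2c2 one of 3.73 (standard error 0.66); these prolactin family genes are near-identical copies between which reads could be split, so their single values are uncertain, and the same holds for Stfa3 of the stefin A family (3.80, standard error 0.68). Nppb had at most 2 fragments in every CD8+4T1 sample and was at least 10.3-fold higher in CD8+4T1+NaAc. Of 11 marker genes of 4T1 cells tested, 7 were called, each higher, among them Krt8 (3.33) and Lcn2 (3.28). RNA of tumor cells in the libraries is therefore not excluded, and these rises cannot be assigned to the T cells. The largest falls were those of Cox6a2 (-2.42, standard error 0.59), mt-Atp8 (-2.38, standard error 0.39), Grp (-2.01, standard error 0.24), Ttc36 (-1.995, standard error 0.55) and Slamf9 (-1.99, standard error 0.38). The listed position of mt-Atp8 overlaps that of mt-Atp6, so its reads could belong to either gene. The lowest count in a CD8+4T1+NaAc sample was 1 fragment for Cox6a2, 0 for Ttc36 and 2 for mt-Atp8. Each of these 10 genes kept an adjusted p under 0.05 with any sample left out; with a pseudocount of 0.01 Ttc36 had an adjusted p of 0.0770, and its adjusted p was between 0.00140 and 0.0770 across the alternatives that kept all 10 samples.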

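Samples were compared by the squared Pearson correlation (R²) of log2(FPKM + 1) over all listed genes. R² was between 0.977 and 0.986 for the 10 pairs within CD8+4T1, between 0.952 and 0.983 for the 10 pairs within CD8+4T1+NaAc, and between 0.941 and 0.969 for the 25 pairs across groups. The lowest values within CD8+4T1+NaAc were those of replicate 1 (0.952 to 0.955); without it the 6 pairs of this group were between 0.9796 and 0.983 and the 20 pairs across groups between 0.951 and 0.969. Over the 15710 genes tested, 43.1% of the squared distance between samples lay between the groups. This was more than in any other split into 5 and 5 (exact permutation test, p = 0.00794, the smallest possible). More tumor cell RNA in CD8+4T1+NaAc could also part the groups. The share was not recomputed without genes that follow the 4T1 markers. Taking the replicate number as a block first removes the squared distance between replicate numbers. Of what remained, 60.8% lay between the groups. This share has a smaller total than the 43.1% and cannot be compared with it. The permutation p was 0.0625, the smallest that the 16 splits parting all same-numbered samples allow. In an average-linkage tree cut into 2 branches, replicate 1 of CD8+4T1+NaAc stood alone; cut into 3, the other branches were the CD8+4T1 samples and the remaining CD8+4T1+NaAc samples.

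**Figure D1:**
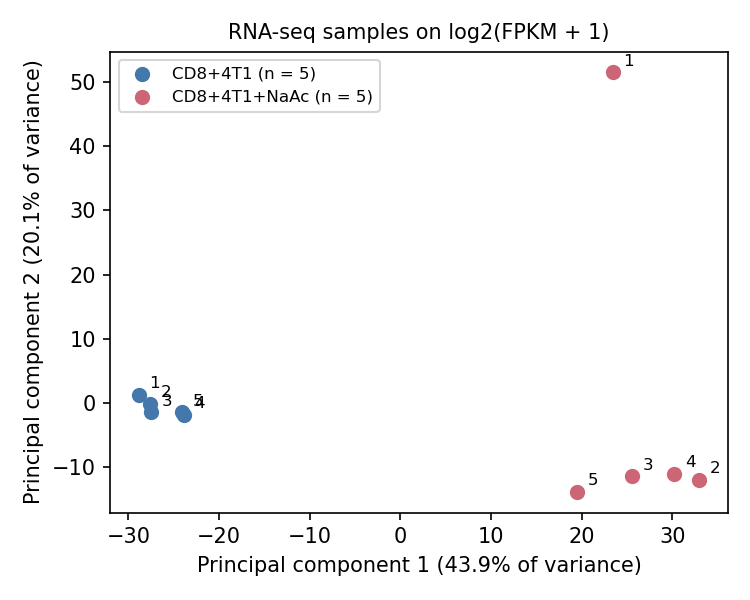
The 10 samples on the first principal components of log2(FPKM + 1) over 15710 genes, with the share of variance on each axis and the replicate number beside each point. The first component (43.9% of the variance) separates the 5 CD8+4T1 samples from the 5 CD8+4T1+NaAc samples, and the second (20.1%) sets replicate 1 of CD8+4T1+NaAc apart.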

Of the 28 effector-, memory-, and exhaustion-related genes of CD8^+^ T cells^25^, the mRNA levels of *Gzma*, *Lta*, *Tnf*, *Batf3*, *Eomes*, *Foxo1*, *Id2*, *Irf4*, *Tbx21*, *Il12rb2*, *Cd69*, *Elf4*, *Nfatc3*, *Tcf3*, *Il7r*, and *Il27ra* showed significant difference, but the log2 fold-change in gene expression > 1 was only observed for *Gzma* and *Lta* (Supplementary Fig. 5i). 

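All 16 genes were among those tested. Gzma (ENSMUSG00000023132), which encodes granzyme A and is listed on chromosome 13 from 113230359 to 113237515, had 4.91 ± 0.903 FPKM (SD, n = 5) in CD8+4T1 and 13.2 ± 2.02 FPKM (SD, n = 5) in CD8+4T1+NaAc, a log2 fold change of 1.42 (standard error 0.13, limma adjusted p = 3.79e-05). Between 67 and 275 fragments per sample lay behind these values. Lta (ENSMUSG00000024402), which encodes lymphotoxin alpha and is listed on chromosome 17 from 35422141 to 35424327, had 147.6 ± 13.4 FPKM (SD, n = 5) in CD8+4T1 and 59.5 ± 12.6 FPKM (SD, n = 5) in CD8+4T1+NaAc, a log2 fold change of -1.33 (standard error 0.13, limma adjusted p = 3.84e-05). The groups did not overlap for either gene (exact permutation test, two-sided, p = 0.00794), and with any sample left out the log2 fold change stayed between 1.34 and 1.49 for Gzma and between -1.44 and -1.27 for Lta. In the other genes the absolute log2 fold change was under 1, although that of Il7r slightly exceeded 1 with every sample rescaled to the same total. The largest were the rise of Il7r (0.82, standard error 0.10) and the falls of Batf3 (-0.79, standard error 0.12), Tbx21 (-0.58, standard error 0.06) and Irf4 (-0.55, standard error 0.07), each with an adjusted p of at most 0.000614 in limma. Eomes, Id2, Nfatc3, Il12rb2 and Il27ra rose by log2 fold changes between 0.23 and 0.42, and Foxo1 and Cd69 fell by 0.34 and 0.42 on the log2 scale. In all, 13 of the 16 genes had an adjusted p under 0.05, 7 higher and 6 lower. The others were Tnf (log2 fold change 0.32, limma adjusted p = 0.0777), Elf4 (-0.21, limma adjusted p = 0.0615) and Tcf3 (0.14, limma adjusted p = 0.0950). Adjusted over the 16 genes alone, all 16 had a p under 0.05, but this list is the paper's own set of calls on these samples. A block for the replicate number also gave 13 called genes, with Elf4 in place of Il12rb2. With every sample rescaled to the same total, Foxo1 and Cd69 lost their calls and Tnf and Tcf3 gained one. Il12rb2 lost its call in 7 and Il27ra in 6 of the 10 fits that each left out 1 sample.

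**Figure D2:**
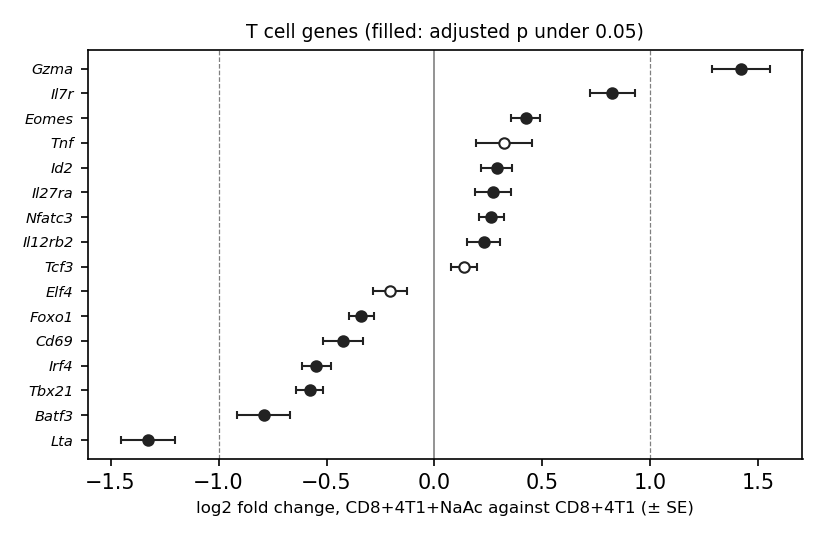
Log2 fold change of the 16 T cell genes in CD8+4T1+NaAc against CD8+4T1 (n = 5 per group), with the standard error from limma as bars, filled points for an adjusted p under 0.05 and dashed lines at log2 fold changes of 1 and -1. Gzma (1.42) and Lta (-1.33) lie outside the dashed lines.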

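For the clustering of metabolic genes, lists of 23 glycolysis genes and 21 TCA cycle genes were written from the enzymes of each pathway before the data were examined, and each gene's log2(FPKM + 0.1) was centred and scaled over the 10 samples. On the 19 glycolysis genes with a mean of at least 0.5 FPKM, 63.2% of the squared distance between samples lay between CD8+4T1 and CD8+4T1+NaAc (exact permutation test, p = 0.00794), and the first branches of an average-linkage tree were the 5 samples of each group. On the 21 TCA cycle genes the share between the groups was 44.7% (exact permutation test, p = 0.00794). All genes tested, centred and scaled at a pseudocount of 1, gave 38.6%, close to this share. The first branch of the tree on the TCA cycle genes was replicate 1 of CD8+4T1+NaAc. The next division was between CD8+4T1 and the other CD8+4T1+NaAc samples. Under the replicate block the groups held 78.7% (glycolysis) and 67.9% (TCA cycle) of the squared distance left after that between replicate numbers was removed. These shares cannot be compared with those without the block. Both had a permutation p of 0.0625, the smallest value that this design allows. The share on the glycolysis genes moved most when the genes were not scaled, to 41.7% (exact permutation test, p = 0.0238). Without scaling, that on the TCA cycle genes was 60.5%. As a list, the glycolysis genes were lower in CD8+4T1+NaAc (median log2 fold change -0.38; exact permutation test of each sample's mean standardized value, two-sided, p = 0.00794, and 0.0159 after adjustment over 12 gene lists). The TCA cycle genes showed no common direction (median log2 fold change -0.05, p = 0.881 in the same permutation test). This holds for the FPKM as listed, where 4 of these genes were called higher and 4 lower. With every sample rescaled to the same total 9 were called higher and 1 lower. Scaling to T cell markers, chosen after the data were seen, gave 7 higher and 0 lower.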

Neither glycolysis nor tricarboxylic acid (TCA) cycle genes clustered differently between acetate-treated and control CD8^+^ T cells. Furthermore, except for the decreased expression of some genes in the glycolytic pathway (*Gpi1*, *Hk1*, *Pgam1*, *Pgk1*, *Pkm*, *Tpi1*, *and Pfkp*) (Supplementary Fig. 5j), sodium acetate treatment had no significant influence in TCA cycle genes at the individual gene level (Supplementary Fig. 5k). 

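Among the 7 glycolytic genes, Pfkp (ENSMUSG00000021196), which encodes the platelet form of phosphofructokinase, fell from 75.3 ± 4.42 FPKM (SD, n = 5) in CD8+4T1 to 45.2 ± 1.60 FPKM (SD, n = 5) in CD8+4T1+NaAc, a log2 fold change of -0.73 (standard error 0.05, limma adjusted p = 1.2e-05). Tpi1 (-0.51, standard error 0.08), Pgk1 (-0.48, standard error 0.08), Gpi1 (-0.41, standard error 0.06), Hk1 (-0.40, standard error 0.07) and Pkm (-0.38, standard error 0.06) were lower with adjusted p-values of at most 0.00161 in limma, and none of the 10 fits that each left out 1 sample removed these calls. Pgam1 had 303.8 ± 7.55 FPKM (SD, n = 5) in CD8+4T1 and 270.4 ± 22.8 FPKM (SD, n = 5) in CD8+4T1+NaAc, a log2 fold change of -0.17 (standard error 0.06, limma adjusted p = 0.0577). The groups did not overlap for any of the 7 genes (exact permutation test, two-sided, p = 0.00794). With every sample rescaled to the same total Hk1 lost its call and Pgam1 had a log2 fold change of 0.01. Of the 19 glycolysis genes tested, 12 had an adjusted p under 0.05 (14 when adjusted over the list alone): besides those above, Hk2, Ldha, Pfkl and Eno1 were lower and Pfkm and Eno3 higher. The fit with the replicate block called 13. Processed pseudogenes that carry the same protein annotation held 30.3% of the fragments of Eno1 and its pseudogenes in the median sample and 95.0% of those of Gapdh, so the values of these genes are uncertain; for each of the 7 genes named first this share was at most 1.07%.

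Of the 21 TCA cycle genes, 8 had an adjusted p under 0.05 (4 higher and 4 lower), also when adjusted over the list alone. The list counts Idh1, Mdh1 and Aco1, which encode cytosolic forms of the enzymes, and it can differ from the paper's. Idh1 (ENSMUSG00000025950) rose from 0.919 ± 0.213 FPKM (SD, n = 5) to 2.12 ± 0.594 FPKM (SD, n = 5), a log2 fold change of 1.10 (standard error 0.21, limma adjusted p = 0.00226). Idh2 (0.58, standard error 0.07), Mdh1 (0.50, standard error 0.12) and Cs (0.23, standard error 0.05) were higher, and Dld (-0.38, standard error 0.06), Sdhb (-0.29, standard error 0.09) and Sdha (-0.27, standard error 0.06) lower, with adjusted p-values of at most 0.0247 in limma. Across the deviations of the samples from their group means, the mean of 4T1 marker genes correlated with Idh1 (r = 0.72), Idh2 (0.78) and Cs (0.62). Its correlation with Mdh1 was lower (r = 0.20). The 4T1 marker genes were themselves higher in CD8+4T1+NaAc. Sdhb lost the call in 5 of the 10 fits that left out 1 sample. With the samples rescaled to the same total, where the median of all genes was 0.15, 9 TCA cycle genes were called higher and 1 lower; with the replicate number as a block 9 genes were called. From the transcriptome together with qPCR of acetate transporter and enzyme genes, isotopic tracing and the acetyl-CoA pool (Fig. 7f-h), the paper proposes that sodium acetate may raise CD8+ T cell activity by restoring that pool.

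**Figure D3:**
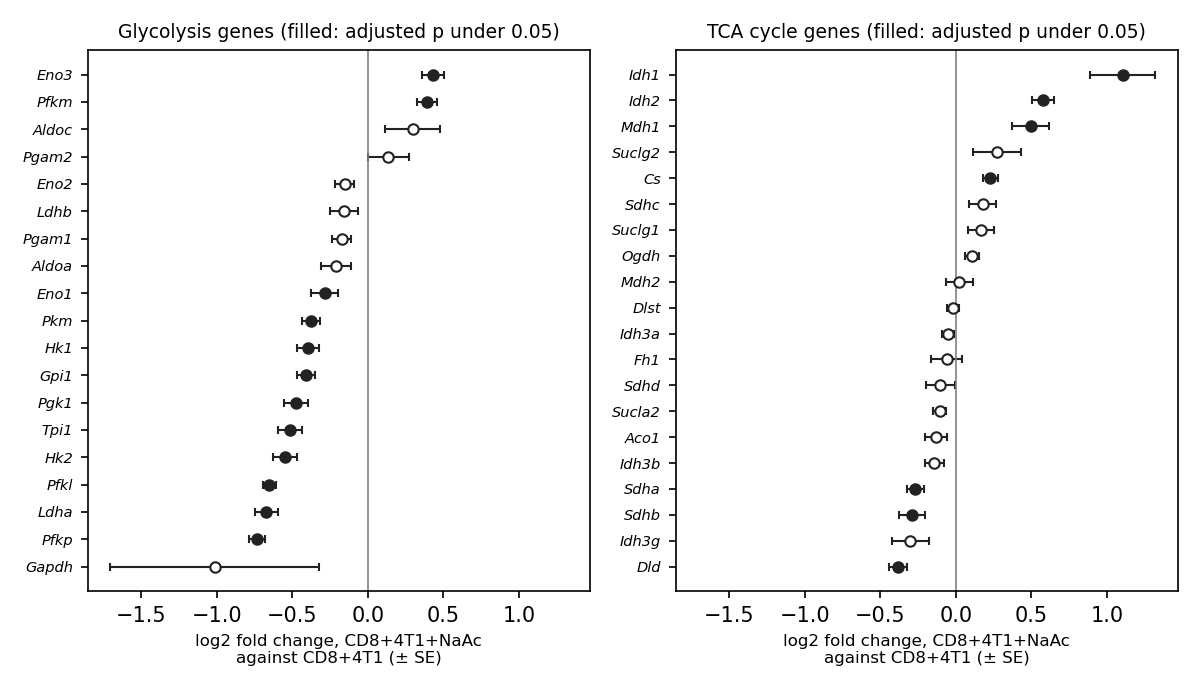
Log2 fold change of the 19 glycolysis genes (left) and 20 TCA cycle genes (right) in CD8+4T1+NaAc against CD8+4T1 (n = 5 per group), with the standard error from limma as bars and filled points for an adjusted p under 0.05. In the left panel 10 filled points lie below 0 and 2 above it; in the right panel 3 lie below 0 and 4 above it.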

Several monocarboxylate transporters including SLC16A1 and SLC16A3 were involved in acetate transport^33,34^. At the mRNA level, we observed that the expression of *Slc16a1* but not *Slc16a3*, was increased in acetate-exposed CD8^+^ T cells (Fig. 7e, f). Previous studies have demonstrated that acetate may enhance IFN-γ production in a manner dependent on acetyl-CoA synthetase (ACSS) and ATP citrate lyase (ACLY)^33,34^. In our study, we observed the upregulation of mRNA levels of *Acss1*, *Acss2*, and *Acly* in acetate-exposed CD8^+^ T cells (Fig. 7f). Isotopic tracing studies revealed that acetate contributed to the production of citrate, oxoglutarate, fumarate, and malate (Fig. 7g). Moreover, exogenous acetate increased the pool of cellular acetyl-CoA available to CD8^+^ T cells (Fig. 7h). Together, these data suggest that in conditions of CD8^+^ T cells co-culture with cancer cells, sodium acetate treatment may boost the activity of CD8^+^ T cells via restoring the acetyl-CoA pool and subsequently augment IFN-γ production.

We further conducted a study to investigate the relationship between serum acetate concentration, tumor-infiltrating CD8^+^ T cells, and depression in breast cancer patients. Our results showed that breast cancer patients with depression had lower levels of serum acetate compared to those without depression (Fig. 8a), as well as lower levels of tumor-infiltrating CD8^+^ T cells (Fig. 8b). Additionally, there was a positive correlation between acetate levels and tumor-infiltrating CD8^+^ T cells (Fig. 8c), while depression showed a negative correlation with acetate levels (Fig. 8d). Moreover, breast cancer patients with depression had a significantly lower metastasis-free survival rate compared to breast cancer patients without depression (Fig. 8e). Our findings suggest that depression in breast cancer patients may lead to decreased acetate production, compromised CD8^+^ T cell infiltration, and ultimately, an increased risk of metastasis.

**Fig. 8:**
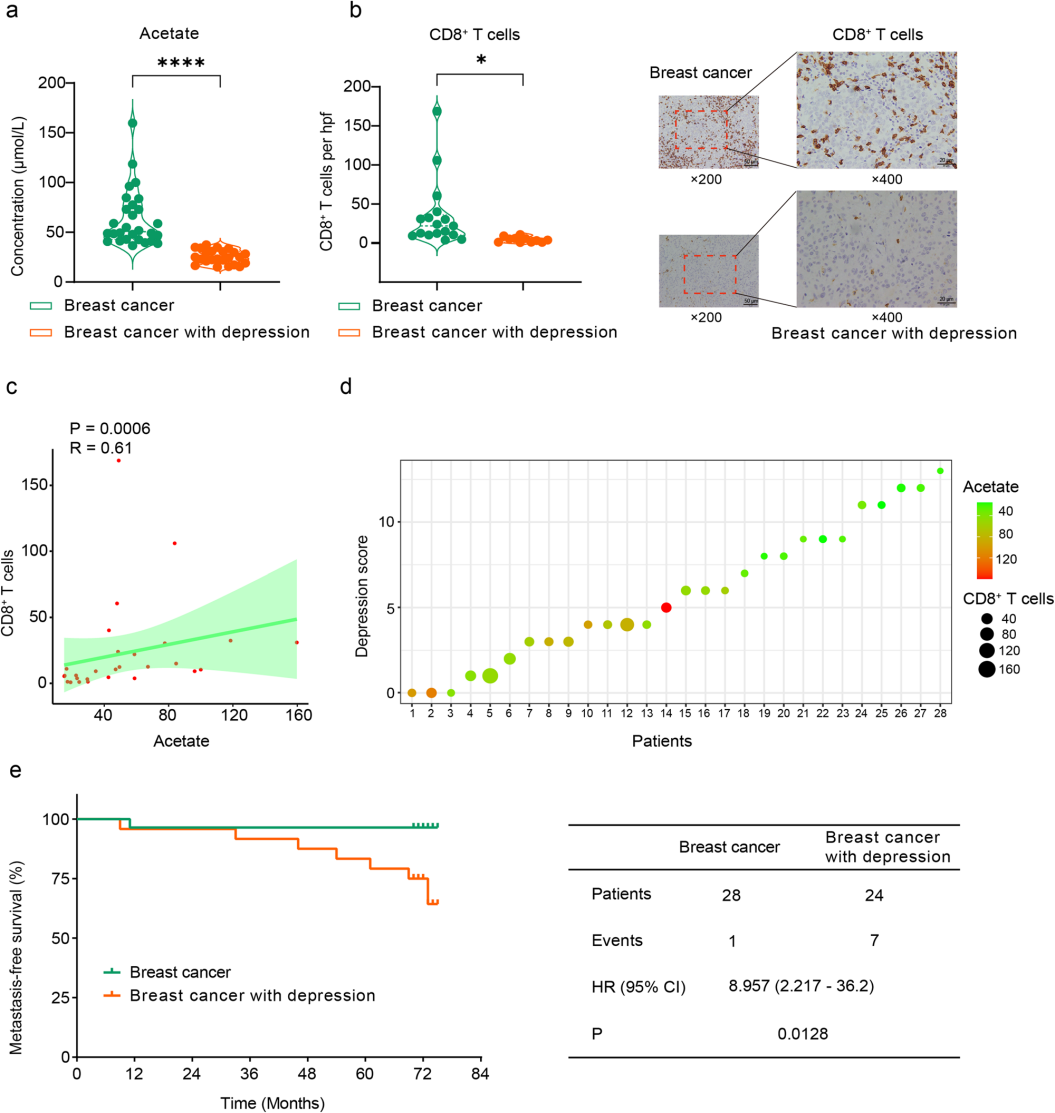
Acetate levels correlate with CD8^+^ T cells in breast cancer patients. **a** Serum acetate levels in breast cancer patients with and without comorbid depression (*n* = 28 and *n* = 24, respectively). **b** Immunohistochemical staining of CD8^+^ T cells on breast cancer tissue samples obtained from patients with and without comorbid depression (*n* = 17 and *n* = 11, respectively). The scale bars in the images represent 50 µm and 20 µm, respectively. **c** Spearman correlation analysis between serum acetate levels and the count of tumor-infiltrating CD8^+^ T cells (*n* = 28). The correlation was accessed by Spearman’s rank correlation coefficient (*R* = 0.61). The regression line is green, and the shading indicates the 95% confidence interval. **d** The relationship among serum acetate levels, count of tumor-infiltrating CD8^+^ T cells, and the depression score of breast cancer patients. Each sample (*n* = 28) was represented by a dot, with the dot’s size indicating the CD8^+^ T cell count and its color representing the serum acetate levels. **e** Kaplan–Meier metastasis-free survival curves for breast cancer patients with and without comorbid depression (*n* = 28 and *n* = 24, respectively). Statistical significance was determined by unpaired two-tailed Student’s *t*-test. Significance levels are denoted as *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Source data and exact *p* values are provided in the Source data file.

## Discussion

The association between depression and the progression of breast cancer has been well-established in previous studies^4,5^. However, the specific molecular mechanisms underlying this relationship, particularly regarding the interplay between gut microbiota, their metabolites, and the immune system, remain poorly understood. Our study contributes to the clarification of the crucial role of *Blautia* and its metabolite, acetate, in facilitating the accelerated progression of breast cancer under conditions of chronic stress. Importantly, we provide evidence that supplementation with *Blautia* and acetate significantly enhances the anti-tumor immune responses of CD8^+^ T cells in the context of co-existing breast cancer and depression. Our study thus provides a mechanistic explanation for how microbial metabolic signaling, which is disrupted in cases of depression and psychological stress, affects antitumor immunity (Fig. 9).

**Fig. 9:**
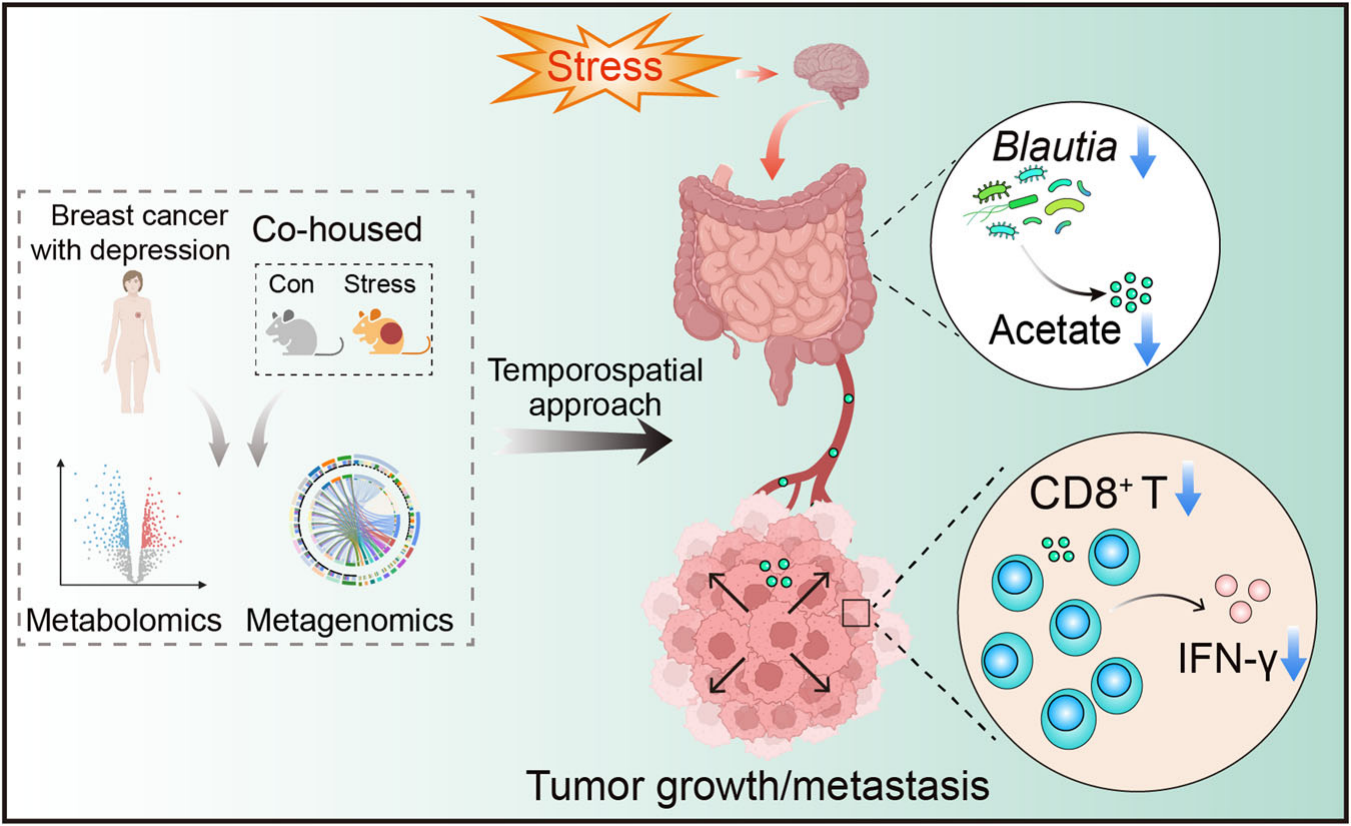
Deficiency in *Blautia*-produced acetate underlies breast cancer progression promoted by chronic stress. In the present study, using an effective approach that combined temporospatial mapping of gut microbiota and its metabolites with metabolomics and metagenomics, we reveal that chronic stress results in reduced numbers of the causal microbe (*Blautia*) and its metabolite (acetate). These deficiencies may underlie chronic stress-promoting breast cancer progression by regulating the reduction of the number and function of CD8^+^ T cells in the tumor microenvironment. This figure presents a schematic representation of the proposed mechanism, illustrating the role of *Blautia*-produced acetate in regulating CD8^+^ T cells and ultimately impacting tumor growth in the conditions of co-occurrence of depression and breast cancer. Created with BioRender.com.

Numerous panel studies have shown that the microbiota can influence cancer growth and metastasis. However, the identification of specific causal microbiota and their metabolites relevant to cancer progression remains challenging. Although some studies have suggested commensals as disease biomarkers, there is still limited understanding of the precise bacterial communities and metabolic signals that explain the development of certain diseases, especially in patients with concurrent conditions such as cancer and depression^17,35,36^. To address this, a microbe-phenotype triangulation approach has been recently developed by integrating microbiome and host phenotype data to establish causal relationships between specific microbes and host phenotypes^30^. This approach has been validated as useful in eliminating inherent noise in the identification of causal microbes to certain phenotypes. Here in our study, we extended to develop a temporospatial microbe–phenotype triangulation method, which combines metagenomic and metabolomic analyses at different time points and spatial sequences. With this optimized approach, we were able to identify that the specific microbe–metabolite axis, *Blautia-*acetate, plays a causal role in depression-aggravated cancer development.

Chronic stress and depression disrupt the gut microbiota, impacting immune regulation and increasing colitis susceptibility^37^. The precise mechanisms by which microbial signals modulate the tumor-associated immune response in chronic stress remain unclear. However, microbial metabolites, specifically SCFAs, exert substantial influence on host immunity^38,39^. Our study revealed that microbiota-derived acetate might contribute to the restoration of tumor-compromised T-cell immunity. Previous studies have shown that acetate, the predominant SCFA found in circulation and tumor tissues, plays diverse roles in tuning immune homeostasis. For example, acetate was shown to support the metabolic functionality of the brain’s innate immune cells and enhance their inflammatory response^40^. Additionally, the conversion of dietary fiber into acetate by the gut microbiota has been implicated in the modulation of allergic airway disease and hematopoiesis^41^. Moreover, studies have shown promising results in the utilization of acetate-producing bacteria to alleviate nonalcoholic fatty liver disease in murine models^42^. In our study, we observed a significant impact of acetate on limiting the progression of breast cancer in the presence of co-existent depression. We verified that, under conditions of depression with cancer, the decreased production of acetate may be largely explained by the reduced abundance of *Blautia*, a prominent genus within the Lachnospiraceae family. *Blautia* represents one of the most prevalent and important acetate-producing bacteria in the gut, as demonstrated by its abundance and dominance among acetate-producing strains within the family^43–46^. We also provided evidence that the supplementation of *Blautia* was able to abrogate depression and accelerate the progression of breast cancer. Since multiple microbial strains may contribute to the production of acetate, it is possible that the supplementation of other acetate-producing microbes may also be of benefit to combat depression-accelerated cancer progression. However, it is important to note that since *Blautia* represents the most dominant acetate resource and has been verified as the causal microbiota in our study, we propose that the supplementation of *Blautia*, instead of other acetate-producing strains, may represent the most rational way in combating depression accelerated cancer progression.

Notably, our results revealed that acetate has no direct effects on CD8^+^ T cells but can restore the function of impaired CD8^+^ T cells when co-cultured with tumor cells. Although acetate may directly induce apoptosis in colorectal carcinoma cells at a high concentration of up to 70 mmol/L^47,48^, such levels are unlikely to be reached under real pathophysiological conditions. At pathophysiologically relevant concentrations, acetate may have little direct toxic effects against tumor cells. Thus, our study, together with previous findings, indicate that acetate may have effects via interfering with the interactions between cancer and T cells rather than direct effects against either cancer or T cells. Moreover, RNA sequencing results obtained from CD8^+^ T cells co-cultured with 4T1 cells revealed a limited number of differentially expressed genes by acetate treatment. Isotopic tracing study showed that CD8^+^ T cells can take up acetate and represent an important resource to feed the acetyl-CoA pool, thereby augmenting IFN-γ production and potentially enhancing the anti-tumor response. The exact molecular mechanisms underlying how acetate boosts anti-tumor T cell immunity in the tumor environment warrant comprehensive research. The present results, together with previous findings, suggest that it is important to investigate how cancer cells and T cells compete for the direct usage of acetate and how acetate functions as a signaling molecule in interfering and orchestrating interactions between cancer cells and T cells.

In order to provide a possible translational link, we have tried our best to determine whether the findings collected from animal models can implied to that of human beings. We verified that the *Blautia*-acetate axis is compromised in patients with major depressive disorder. Patients with breast cancer accompanied by depression are characterized by lower levels of serum acetate and tumor-infiltrating CD8^+^ T cells compared to those without depression. One limitation of our study is the unavailability of fecal samples from breast cancer patients with and without depression, which hindered a direct assessment of how the *Blautia*-acetate axis is involved in these patients. However, results collected from animal studies, the in vitro co-culture system, and correlation analysis in human patients suggest that the compromised *Blautia*-acetate axis likely contributes to depression-promoted breast cancer progression in humans and indicate that targeting the *Blautia*-acetate axis could be a promising therapeutic approach for breast cancer patients with co-existent depression.

In summary, our study provides support for the notion that *Blautia*-produced acetate can enhance the anti-tumor response of CD8^+^ T cells in depression-associated breast cancer, shedding light on a potential mechanism through which depression may promote cancer progression. Our temporospatial approach in identifying specific microbiota and metabolites relevant to pathophysiological events holds potential for broad applications. However, further comprehensive studies are needed to establish the causal link between *Blautia* and acetate in relation to depression-associated breast cancer in clinical settings and how the *Blautia-*acetate axis is orchestrated with other signals implied in depression-aggravated cancer progression. Stress hormones are known to play a role in depression-facilitated tumor development, and the gut microbiota influences the production of stress hormones through the gut-brain axis and microbial metabolites. Thus, it is likely that the stress hormones may connect to microbiota-metabolite signals in the pathological development of depression-facilitated cancer progression. Furthermore, it is crucial to further investigate the potential roles of other microbiota and their metabolites in depression-associated cancer. Future research will provide a more comprehensive understanding of the complex interactions between the gut microbiota-metabolite and neuroendocrine signals in the context of depression connected with cancer progression.

## Methods

### Ethical statement

This research complies with all relevant ethical regulations. All animal experimental procedures were conducted following the Guidance for the Care of Laboratory Animals and were approved by the Ethics Committee of Southern Medical University (Reference L2019229). Human stool samples were collected from both healthy control individuals (including 7 males and 23 females) and patients with major depressive disorder (including 12 males and 28 females) following ethical guidelines and with the approval of the Institutional Review Board of Southeast University Affiliated Zhongda Hospital (Reference 2018ZDSYLL119-P01). Human blood and breast tissue samples from female patients with breast cancer were collected with the approval of the Institutional Review Board of Nanfang Hospital (Reference NFEC-2018-038). Depression symptoms were assessed using the Hamilton depression scale (HAMD-17). Informed consent was obtained from all patients who participated in the study.

### Mice

Female Balb/c and C57BL/6 mice, aged six weeks, were obtained from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). The mice were housed in specific pathogen-free conditions with controlled temperature (22–26 °C), humidity (45 ± 5%), and a 12-h light/dark cycle, with 4–5 mice per cage. Mice aged 7–8 weeks were used for the experiments.

### Chronic restraint stress (CRS)

Female Balb/c mice were randomly assigned to either home cage control conditions or CRS. CRS was performed according to previously reported methods^49,50^. Briefly, the mice were restrained for 6 h per day in a plastic holder that prevented them from freely moving but did not apply pressure. The behavioral effects of the stress were assessed using the tail suspension test (TST) and forced swim test (FST).

### Chronic unpredictable stress (CUS)

CUS was induced in female C57BL/6 mice following previously described methods^51–54^. Briefly, mice were subjected to two random stressors at different times of the day, including tail pinch for 15 min, inescapable foot shocks for 6 min, wet bedding with 45 °C cage tilt for 24 h, placement in a 4 °C cold room, noise in the room for 20 min, stroboscopic light for 12 h, restraint for 4 h, cage rotation for 1 h, light on overnight, and light off during the day for 3 h. Mice exposed to the CUS procedures were housed singly, while control mice were group-housed and briefly handled daily in the housing room. The behavioral effects of the stress were assessed using the FST and elevated plus maze (EPM) test.

### Breast cancer mouse model

Murine breast cancer cell lines 4T1 and E0771 were obtained from ATCC (ATCC® CRL-2539™ or ATCC® CRL-3461™) and cultured in RPMI 1640 medium supplemented with 1% penicillin–streptomycin and 10% FBS at 37 °C with 5% CO_2_. For the subcutaneous tumor model, 2 × 10^5^ breast cancer cells were suspended in 100 µl of 1640 medium and injected into the right flank of mice^55,56^. Tumor volumes (*V*) were calculated every 2 days using the formula: *V* = (*L* × *W*^2^)/2, where *L* is the longest diameter, and *W* is the shortest diameter of the tumor once palpable tumors were present. Mice were sacrificed on the 26th day after inoculation, and serum and tissue samples were collected and weighed. Maximally allowed tumor burden of 2000 mm^3^ was not exceeded. The lungs were fixed in Bounin’s fixative for 24 h, and tumor burdens on the lungs were recorded. In some cases, prior to tumor cell inoculation (4T1 cells for Balb/c mice or E0771 for C57BL/6 mice), mice were exposed to either CRS or CUS for a period of 2 weeks, which continued throughout the duration of the experiment. In specific cases involving Balb/c mice, a cocktail of antibiotics (0.5 g/l ampicillin, 0.5 g/l neomycin, 0.5 g/l metronidazole, 0.25 g/l vancomycin) was administered in drinking water starting three weeks before tumor inoculation and was continued until the end of the experiment^57^. Additionally, in certain cases involving Balb/c mice, sodium acetate (NaAc) at a dose of 1 g/kg was intraperitoneally injected daily throughout the experiment^58^. Co-housing experiments were also conducted, where an equal number of stress-treated Balb/c mice with tumor inoculation and normal Balb/c mice were housed together in the same cage during the experimental procedures. For transplantation of *Blautia* species experiments, *Blautia coccoides* (BC) and *Blautia obeum* (BO) were cultured anaerobically following the instructions provided by the supplier. Bacterial cells were collected through centrifugation and suspended in PBS. Stressed Balb/c mice were orally inoculated with 200 μl of the culture suspension of BC/BO alone, which contained approximately 1 × 10^8^ cfu (colony-forming units), per day throughout the experiment. The colonization of BC and BO in Balb/c mice was assessed using real-time quantitative PCR, targeting specific DNA sequences in the 16 S rRNA gene of the corresponding bacterial genome. In the CD8^+^ T cell depletion experiment, 100 µg of anti-CD8 antibody (clone 2.43) was intraperitoneally injected at day 2, 4, 8, 13, 17, 22, and 24 post tumor inoculation in Balb/c mice.

### Real-time quantitative PCR analysis (qPCR)

Total RNA was extracted from tumor tissue using the RNAiso Plus reagent (Takara) according to the manufacturer’s instructions. The quality and quantity of the extracted RNA were assessed using methods previously described by our group^59,60^. The cDNA was synthesized from the extracted RNA, and qPCR was performed using the primers listed in Supplementary Table 1.

### Cytokine analysis

Tumor tissues were weighed and homogenized in an ice-cold PBS solution. The homogenized tissue samples were then subjected to centrifugation at 12,000×*g* at 4 °C for 15 min. The resulting supernatants were collected for further analysis. The concentrations of VEGF and IL-6 in both the tumor tissue and serum were quantified using commercially available ELISA kits, following the manufacturer’s instructions.

### Flow cytometry

To analyze the immune cells infiltrating the tumor, the tumor tissue was minced on ice and digested in RPMI 1640 medium containing 3 mg/ml collagenase II/IV and 10 μg/μl DNase I at 37 °C for 60 min. The digestion was stopped by adding RPMI 1640 supplemented with 1% penicillin–streptomycin, 0.5 mM EDTA, and 10% FBS. The digested tumor tissue was then passed through a 70 μm cell strainer (BD Biosciences) to obtain a single-cell suspension. Similarly, the spleen tissue was homogenized by grinding with the plunger of a 2.5 mL syringe and filtered through a 70 μm cell strainer. To prevent non-specific binding, the cells were incubated with mouse CD16/CD32 monoclonal antibody (0.25 μg/100 μl) for 15 minutes at room temperature. Subsequently, the cells were stained with appropriate antibodies against specific antigens in a blocking buffer on ice, following the manufacturer’s instructions. A viability dye was used to exclude dead cells from the analysis. Flow cytometry was performed using LSR-Fortessa instruments (BD Biosciences). The cells were gated based on viability and analyzed for various immune cell populations^25^, including CD8^+^ T cells (CD45^+^ CD3^+^ CD8^+^), T cells (CD45^+^ CD3^+^), B cells (CD45^+^ CD19^+^), NK cells (CD45^+^ CD49b^+^), macrophages (CD45^+^ MHCII^+^ CD11b^+^ CD11C^+^), neutrophils (CD45^+^ CD11b^+^ Ly6G^+^), monocytes (CD45^+^ CD11b^+^ Ly6C^+^), using the FlowJo software (Tree Star). The expression levels of IFN-γ, GZMB, and TNF-α were analyzed by flow cytometry according to the manufacturer’s instructions. The gating strategy for IFN-γ analysis is depicted in Supplementary Fig. 6.

### Isolation of CD8^+^ T cells

CD8^+^ T cells were isolated using the EasySep^TM^ Mouse CD8^+^ T Cell Isolation Kit according to the manufacturer’s instructions. Spleens from female Balb/c mice were aseptically removed, mashed in 1× EasySep^TM^ Buffer, and filtered through a 70 µm cell strainer. The resulting single-cell suspension was counted, and the concentration was adjusted to 1 × 10^8^ cells/ml. A mixture of rat serum and antibodies (50 µl/ml) was added to the 5 ml flow tube containing the cell suspension, followed by incubation at room temperature for 10 minutes. Magnetic beads (125 µl/ml) were vortexed for 30 s, added to the tube, and incubated for 5 min. The tube was then inserted into a magnetic holder, and the cells were incubated at room temperature for 2.5 min to allow the CD8^+^ T cells to be captured by the magnetic beads. The cell suspension was poured off, collected, counted, and diluted to a final concentration of 2 × 10^6^ cells/ml. The isolated primary CD8^+^ T cells were cultured in RPMI 1640 supplemented with 1% penicillin–streptomycin and 10% FBS at 37 °C and 5% CO_2_.

### Expansion of CD8^+^ T cells and co-cultured with 4T1 cells

CD8^+^ T cells were cultured in complete RPMI 1640 culture medium supplemented with recombinant mouse IL-2 (15 ng/ml) and anti-CD28 antibody (1 µg/ml) on anti-CD3 (2 mg/ml) pre-coated plates for 12 h. Subsequently, CD8^+^ T cells (2 × 10^6^ cells/ml) were treated with different concentrations of NaAc, sodium propionate (2 mM), or sodium butyrate (1 mM) for 24 hours, followed by co-culturing with or without 4T1 cells (1 × 10^5^ cells/ml) for 48 h. Flow cytometry was used to detect the level of IFN-γ produced by CD8^+^ T cells, and death cells were labeled with propidium iodide (PI) for identification. The supernatants from the co-culture were collected, and the amount of IFN-γ was measured using an ELISA kit following the manufacturer’s instructions (R&D Systems).

### RNA sequencing analysis

RNA sequencing analysis was performed on CD8^+^ T cells co-cultured with 4T1 cells treated with or without sodium acetate (5 mM). RNA isolation from purified CD8^+^ T cells was carried out using trizol reagent (Ambion) as per the manufacturer’s instructions. The isolated RNA was quantified using Qubit 2.0 (Thermo Fisher Scientific) following the manufacturer’s protocol^61^. The NEBNext® UltraTM RNA Library Prep Kit for Illumina® (NEB, USA) was used to prepare the libraries, which were then sequenced on a novaseq 6000 (Illumina) by the deep-sequencing facility at Novogene. The mapped reads of each sample were assembled using StringTie (v1.3.3b) in a reference-based approach, and featureCounts was used to quantify the mapped reads. Differential expression analysis of two conditions/groups was performed using the DESeq2 R package (1.20.0).

### Acetyl-CoA quantification

The concentration of acetyl-CoA in cell lysates was measured by using the CUSABIO mouse Acetyl-CoA ELISA kit, according to the manufacturer’s instructions.

### Immunohistochemistry

Immunohistochemistry was employed to analyze protein expression in breast cancer tissues from patients with or without depression. The tissue sections were incubated overnight with primary antibodies against CD8 at 4 °C. Mayer’s hematoxylin was used for nuclear counterstaining. CD8-positive cells within the tumors were quantified by two independent pathologists through manual counting in five high-powered fields (HPFs).

### Metabonomic analysis for serum and tumor samples

The UPLC-MS/MS system (ACQUITY UPLC-Xevo TQ-S) was utilized for the absolute quantification of serum, tumor, and stool samples, as previously described^62,63^. For serum samples, 20 μl aliquots were mixed with 120 μl internal standard solution, centrifuged at 13,500*g* and 4 °C for 10 min, and 30 μl of the supernatant was transferred to a 96-well plate for derivatization. For tumor tissue and stool samples, approximately 10 mg were weighed and homogenized with 20 μl water, extracted with 150 μl cold methanol with the internal standard mix, and centrifuged at 13,500*g* and 4 °C for 10 min. In total, 30 μl of the supernatant was transferred to a 96-well plate for derivatization. Chromatographic separations were performed using an ACQUITY BEH C18 column (1.7 μm, 100 mm × 2.1 mm internal dimensions) (Waters, Milford, MA). The mass spectrometer was operated in negative mode with a 2.0-kV capillary voltage and in positive mode with a 1.5-kV capillary voltage. The source and desolvation temperatures were set at 150 and 550 °C, respectively. The TMBQ software (v1.0, HMI, Shenzhen, Guangdong, China) was used for peak integration, calibration, and quantification of each metabolite from the targeted raw data. The current version of TMBQ (GNU GPL.V3 license) is implemented with Java and R and is freely available at http://119.136.25.134:9011.

### Gut microbiota profiling by 16 S rRNA sequencing of cecal and stool sample

The 16 S rRNA sequencing of cecal/fecal/stool samples were conducted with slight modifications following our previously described protocol^49,64^. Bacterial DNA was extracted from cecal and stool samples using the E.Z.N.A.® soil DNA Kit (Omega Bio-tek), and the DNA concentration and purity were assessed with the NanoDrop 2000 UV-vis spectrophotometer. The hypervariable region V3-V4 of the bacterial 16 S rRNA gene was amplified using primer pairs 338 F (5’-ACTCCTACGGGAGGCAGCAG-3’) and 806 R (5’- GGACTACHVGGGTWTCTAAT-3’) by the ABI GeneAmp® 9700 PCR thermocycler. The purified amplicons were pooled in equimolar amounts and subjected to paired-end sequencing on an Illumina MiSeq PE300 platform/NovaSeq PE250 platform (Illumina, San Diego, USA) according to the standard protocols by Majorbio Bio-Pharm Technology Co. Ltd. (Shanghai, China). Raw fastq files were demultiplexed and quality-filtered using QIIME, and the sequences were matched against a high-quality 16 S rRNA sequence from the Green Genes database after trimming the primer, barcode, and chimeras. Operational taxonomic units (OTUs) were generated at a 97% similarity cutoff using UPARSE (version 7.1; http://drive5.com/uparse/), and chimeric sequences were detected and eliminated using UCHIME. Principal coordinates analysis (PCoA), non-metric multidimensional scaling (NMDS), and LEfSe analysis were conducted using Microbiome Analyst (https://www.microbiomeanalyst.ca/). We performed the 16 S rRNA sequencing and data analysis on fecal samples, as previously reported, with minor adjustments. For LEfSe analysis, we presented the genus with Kruskal–Wallis ≤ 0.05, LDA > 2, and FDR < 0.05.

### Shotgun metagenomics

The concentration and purity of the extracted DNA from non-stressed and stressed tumor mice were determined using TBS-380 and NanoDrop2000, respectively. The quality of the DNA extract was evaluated on a 1% agarose gel. The DNA was then fragmented to an average size of approximately 300 bp using Covaris M220 (Gene Company Limited, China) for paired-end library construction. The paired-end library was constructed using NEXTFLEX Rapid DNA-Seq (Bioo Scientific). Adapters containing the full complement of sequencing primer hybridization sites were ligated to the blunt end of the fragments. Paired-end sequencing was then carried out on the Illumina HiSeq4000 platform (Illumina Inc., San Diego, CA, United States) located at Majorbio Bio-Pharm Technology Co., Ltd. (Shanghai, China). The HiSeq 3000/4000 PE Cluster Kit and HiSeq 3000/4000 SBS Kit were utilized according to the manufacturer’s instructions. The raw sequencing data were evaluated using FastQC, and Trimmomatic filtering was employed to obtain relatively accurate and valid data. Open reading frames (ORFs) were predicted for each assembled contig using Prodigal. Predicted ORFs with lengths of 100 bp or more were searched and translated into amino acid sequences using NCBI translation tables. Representative sequences from the nonredundant gene catalog were aligned to the NCBI NR database using BLASTP (version 2.2.28 + ) with an e-value cutoff of 1e-5 for taxonomic annotation. To target the Kyoto Encyclopedia of Genes and Genomes database (http://www.genome.jp/keeg/), BLASTP (Version 2.2.28+) was utilized with an e-value cutoff of 1e-5.

### Metabolic isotopic tracing analysis of CD8^+^ T cells after exposure to ^13^C-acetate

CD8^+^ T cells were incubated with ^13^C-acetate (5 mM) under co-culture conditions with 4T1 cells. To obtain intracellular metabolites, CD8^+^ T cells were washed twice with pre-cooled PBS, and their metabolism was halted by adding 80% ice-cold methanol. Subsequently, a pre-cooled mixture of 80% methanol (1 mL) containing para-chlorophenylalanine (1 µM) as an internal standard was added to each sample, which was then incubated on ice for 10 min. The samples were then centrifuged at 4 °C for 15 min at 23,000×*g*, and the supernatants were collected and evaporated under vacuum prior to LC–MS analysis. The compounds were separated using an Agilent 1290 Infinity II UPLC system with an XBridge BEH Amide column (4.6 mm × 100 mm, 3.5 μm; Waters) and detected using an Agilent 6546 Q-TOF mass spectrometer equipped with a dual jet stream electrospray ionization source operating under extended dynamic range (EDR 1100 m/z) in negative ionization mode. The mobile phase consisted of two eluents, eluent A (15 mM ammonium acetate and 15 mM ammonium hydroxide in a 95:5 water/acetonitrile mixture, pH = 9) and eluent B (acetonitrile). Three microlitres of the samples were injected via an autosampler into the mobile phase, and chromatographic separation was achieved at a flow rate of 0.4 ml min^−1^. The gradient was as follows: 0 min, 85% B; 1 min, 85% B; 12 min, 30% B; 14 min, 2% B; 15 min, 2% B; 15.5 min, 85% B; 30 min, 85% B. Agilent MassHunter Pathways to PCDL software was used to construct a database of compounds related to the tricarboxylic acid (TCA) cycle. Metabolite retention times were added to a custom PCDL, which was then used as a database to perform bulk isotopic heteroconiosis extraction in Profinder. The results generated by Profinder were exported and visualized using Omix Premium software.

### Statistical analyses

The data analysis was conducted using GraphPad Prism 7.0 software. Unpaired two-tailed Student’s *t*-test was used for comparisons between two groups, while one-way ANOVA was used for multiple group comparisons unless otherwise indicated. The data were presented as mean ± SEM and statistical significance was denoted in figures using asterisks as follows: *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The 16 S rRNA and metagenomic sequencing datasets are available in the NCBI SRA database under the accession numbers PRJNA912999 and PRJNA978792, respectively. Additionally, the RNA sequencing data have been deposited in GEO with the subseries code GSE231961. Source data are provided in this paper. The remaining data are available within the Article, Supplementary Information, or Source data file. Source data are provided in this paper.

How the deposited data were processed for this re-analysis (not part of the article)

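RNA sequencing of purified CD8+ T cells from co-culture with 4T1 cells covered 10 samples, 5 without sodium acetate (CD8+4T1) and 5 with 5 mM sodium acetate (CD8+4T1+NaAc). Conditions and replicate numbers were taken from the sample labels and Fig. 7d, and the dose and hours from the methods. The other experiments of the paper were not analysed here.

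The authors deposited FPKM, that is fragments per kilobase of gene length relative to the fragments of the sample, with 1 column per sample and with each gene's position, length and biotype. According to the methods the authors assembled mapped reads with StringTie (reference-based), counted them with featureCounts and tested the groups with DESeq2; the paper's text names no aligner, genome build, annotation or strand setting. The gene length is an other, unnormalized column that the authors deposited beside the FPKM. The positions are not those of GRCm38: of 52073 genes shared with the GENCODE annotation of that build, 1467 have the same start and end. Positions are given as the deposited table lists them.

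FPKM are not counts, so no count model was used here. FPKM times gene length came out as whole multiples of a single step for 100% of values in every sample (within 0.1 of a whole number), which gives the fragments per gene and the number of fragments that the scaling refers to, between 16306447 and 18853726 per sample. With about this depth a gene of low FPKM rests on few fragments, and 3 fragments were taken as the smallest amount from which a fold is given. Where a gene name is listed more than once, the entry with the highest mean FPKM was used.

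Genes with a mean of at least 0.5 FPKM over all samples (15710 of 57825) were compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), with a variance trend and robust moderation. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, with or without an absolute log2 fold change over 1, the lines drawn in Fig. 7d. The separation of the groups is the share of the squared distance between samples that lies between groups, on log2(FPKM + 1) for all genes tested and on centred and scaled log2(FPKM + 0.1) for gene lists, with an exact permutation test over all splits of 10 samples into 5 and 5. Gene lists were scored by the mean standardized log2 value per sample and compared by the same permutations. Figures were drawn with matplotlib 3.10.9. The limma step was tested on simulated data: of 188 genes changed by known amounts and past the filter, 96.8% were called, and of 15046 unchanged genes 0.0465% were called. With no gene changed, 0 of 15232 genes were called. The simulated changes all exceeded an absolute log2 fold change of 1, every gene had the same spread between replicates, and no sample deviated. These rates therefore do not carry over to smaller changes or to a deviating sample.

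The genes named in the text follow a rule set before the data were examined: the genes that the paper names, lists of glycolysis, TCA cycle, acetate and cell marker genes, and the 5 protein-coding genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05, a mean of at least 1 FPKM and no overlap between groups. The replicate numbers of both groups run from 1 to 5 in the labels, so the counts of called genes, the reported genes, the separations and the 4T1 marker list were also computed with the number as a block; neither the paper nor the labels say that same-numbered samples share an animal. A gene of the TCA cycle list is counted in the results of the list and is not reported here by itself.

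The alternatives set before the data were examined were other pseudocounts (1 and 0.01), no filter on low values, a mean of at least 5 FPKM, rescaling to the same total, median-ratio scaling, limma without trend and robust moderation, sample weights, the replicate block, protein-coding genes alone, limma's voom on the recovered fragments, an adjusted p under 0.01, a fold change over 1.5, other distances and each sample left out in turn. Voom without a filter, scaling to T cell markers, leaving out replicate 1 of both groups, leaving out genes that follow the 4T1 markers and, for the separations, rescaling to the same total were added after the data were seen.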

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

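The test of depth for replicate 1 and the count of Gapdh pseudogene fragments were chosen only after the result was seen. The tests of GC content and library complexity were written after their pattern was seen and before they were run; the other tests were set before the data were examined, except where stated. A sample is set apart here when its gap to the nearest sample of its group, divided by the range of the group, is above 0.71. Of 142 groups of 5 values checked (7 measures per sample and the log2 FPKM of 64 reported genes), 20 had such a sample, where chance gives about 7.1; 10 of them were replicate 1 of CD8+4T1+NaAc and 7 were replicate 1 of CD8+4T1.

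Replicate 1 of CD8+4T1+NaAc had 20233 genes above 0 FPKM against 24681 to 25088 in the other replicates (a gap of 0.916 of the range) and a median R² of 0.954 with its own group against 0.9805 to 0.982 (0.932). It also had the lowest log2 FPKM of its group for Pgam1 (0.934), Acly (0.890), Pkm (0.866), Eno1 (0.832), Slamf9 (0.782), Ttc36 (0.769), Tpi1 (0.768) and Mdh1 (0.721). Replicate 1 of CD8+4T1 had 22291 genes above 0 FPKM against 23786 to 24054 (0.848), a median R² of 0.977 against 0.984 to 0.986 (0.758), and the lowest log2 FPKM of its group for Gzmb (0.870), Cs (0.858), Tnf (0.815), Lta (0.714) and Sdhb (0.711). Lower depth was tested: replicate 1 had 102.0% (CD8+4T1+NaAc) and 101.3% (CD8+4T1) of the median fragments of the other replicates of its group, so depth is not the explanation. Lower library complexity was tested as the spread of genes with few fragments around the other replicates, relative to counting noise. It was 14.0 for replicate 1 of CD8+4T1+NaAc, against 2.02 to 2.52 in its group, and 3.62 for replicate 1 of CD8+4T1, against 1.69 to 1.98. Any other deviation of a sample from its group raises this measure as well, so lower complexity cannot be told apart from another difference of these samples. No biological explanation of the replicate number was tested, since the design gives none.

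The remaining samples set apart were replicate 2 of CD8+4T1+NaAc, which had the most fragments of its group (18853726, 0.747) and the highest log2 FPKM of Acss2 (0.714), and replicate 5 of CD8+4T1 with the highest log2 FPKM of Slc16a3 (0.741). These 3 are fewer than chance gives among 142 groups, and no explanation was tested for them.

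Genes typical of 4T1 cells gave a signal that the paper does not report. Of a list of 20 epithelial and 4T1 marker genes, 11 passed the filter, with a median log2 fold change of 1.01 in CD8+4T1+NaAc (exact permutation test of the list score, two-sided, p = 0.00794). Of these 11 genes 7 were called, each of them higher and with no overlap between the groups. Krt8 had 3.42 ± 1.69 FPKM (SD, n = 5) in CD8+4T1 and 34.2 ± 13.1 FPKM (SD, n = 5) in CD8+4T1+NaAc (log2 fold change 3.33, limma adjusted p = 8.1e-05), and Lcn2 had 3.99 ± 1.47 and 40.2 ± 16.4 FPKM (log2 fold change 3.28, limma adjusted p = 5.33e-05). Over the same samples the T cell marker list was slightly lower (median log2 fold change -0.19, permutation p = 0.0159), with Cd8a at -0.04 and Cd3d at -0.54.

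Several explanations were tested for this rise and for the excess of genes called higher (765 against 251). If RNA of tumor cells were in the libraries, the genes called higher would follow the 4T1 markers from sample to sample. Across the deviations of the 10 samples from their group means, the 757 genes called higher that are not themselves markers had a median correlation of 0.53 with the marker score, above all of 1000 random lists matched on mean FPKM (95% of them between -0.02 and 0.05). The score of these genes correlated with the marker score with r = 0.81 (exact permutation within groups, p = 0.0100) and rho = 0.73 (permutation p = 0.0280); without the 2 samples farthest from the median r was 0.85 (permutation p = 0.0333). Adjusted over the 6 relations computed, these p-values were 0.0600, 0.0667 and 0.0667, so the correlation of the scores failed the correction. For the 251 genes called lower the score correlated with r = -0.21 (permutation p = 0.664); their median correlation of -0.08 was below all of 1000 random lists (95% of them between -0.05 and 0.10), but without replicate 1 of both groups it was 0.05, within the range of random lists (-0.08 to 0.09). The test had been planned within the CD8+4T1+NaAc group, where 5 samples are too few for a correlation, and was run over both groups. Other immune cells were tested with B cell and myeloid markers: the B cell score was higher in CD8+4T1+NaAc (permutation p = 0.00794) on 2 genes, neither of them called, and the myeloid score was not (permutation p = 0.238). A list of stromal genes rose as well (4 genes tested, median log2 fold change 1.63, permutation p = 0.00794), with Fn1 (3.70) and Sparc (2.76) called higher and Vim (-0.37) called lower. The share of genes called higher (75.3%) was 71.9% without replicate 1 of CD8+4T1+NaAc, so this sample alone does not explain it. It was 73.8% with median-ratio scaling, which moved the median log2 fold change of all genes only from -0.02 to -0.03, so this test cannot exclude an effect of scaling. Rescaling to the same total and scaling to T cell markers, the latter chosen after the data were seen, gave 86.6% and 87.0%. Across genes, which are not independent replicates, the log2 fold change had a Spearman rho of 0.15 with gene length and 0.14 with GC content (known for 93.3% of the genes tested), both under the 0.2 set as the limit. Without the genes whose deviations follow the marker score with r of at least 0.7, a choice made after the data were seen, 68.2% of 782 called genes were higher. This limit removed 30.0% of the genes called higher that are not markers and left in those that follow the markers less closely, so it does not show how much of the excess is independent of the markers. The rise is therefore consistent with more tumor cell RNA in the CD8+4T1+NaAc libraries, with RNA of stromal or other immune cells not excluded. The median of the marker list stayed between 0.99 and 1.18 with the other scalings, so scaling does not explain it, while an effect of scaling on the excess of genes called higher is not excluded. The size of this median depended on the filter and the pseudocount. It was 2.89 with a mean of at least 5 FPKM, 0.84 without a filter and 0.84 with a pseudocount of 1 (permutation p = 0.00794 for each). Expression of the 4T1 marker genes by the T cells themselves was not tested.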

How the results depend on the processing

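The 10 summary results (5 counts of called genes, the share of calls that are higher, 3 separations and the 4T1 marker list) and 63 reported genes were recomputed under the alternatives that apply to them. The separations were recomputed with other distances, gene scalings, sample scalings, the replicate block and samples left out, not with the other choices of the limma fit. The 4T1 marker list was not recomputed for protein-coding genes or other thresholds, and a mean of at least 5 FPKM left 47 of the reported genes. With 11 alternatives set before the data were examined, 635 of 677 gene values kept their direction and side of the threshold, 11 became weaker, 26 stronger and 5 changed sign. In the 10 fits that each left out 1 sample, 597 of 630 did so, 21 became weaker, 5 stronger and 7 changed sign. With 3 alternatives added after the data were seen it was 163 of 189, with 8 weaker, 13 stronger and 5 of opposite sign.

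The count of genes with a fold change over 2 (1016) was 476 with a pseudocount of 1, 203 with a mean of at least 5 FPKM, 2269 with a fold change over 1.5 and 1969 with voom without a filter, an alternative chosen after the data were seen. It was 1428 without a filter, 1097 with voom on the filtered genes and between 956 and 1157 with 1 sample left out. The count at any fold change (5742) was 3733 with a mean of at least 5 FPKM, 3702 at an adjusted p under 0.01 and 7594 with sample weights. It was between 4947 and 6965 with 1 sample left out. The numbers of T cell, glycolysis and TCA cycle genes called (13, 12 and 8) stayed within 1.5 times these numbers in every alternative. In each case the cause was not tested.

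The share of calls that are higher (75.3%) was 77.9% with a pseudocount of 0.01, 80.3% without a filter, 60.6% with a mean of at least 5 FPKM, 86.6% with rescaling to the same total, 70.8% with sample weights, 88.9% in protein-coding genes, 81.1% at an adjusted p under 0.01 and 61.6% with a fold change over 1.5. It lay between 71.9% and 78.1% with 1 sample left out. With the alternatives added later it was 87.0% with scaling to T cell markers, 79.1% with voom without a filter, 70.5% without replicate 1 of both groups and 68.2% without genes that follow the 4T1 markers. It stayed above 50% in each of these alternatives. At any fold change the share that is higher was 48.1%, 77.9% with rescaling to the same total and 33.7% with a mean of at least 5 FPKM, so the balance of the smaller changes depends on the scaling and on the filter.

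With the replicate number as a block, the separation is the share of the squared distance left after that between replicate numbers is removed. It was 60.8% for all genes, 78.7% for glycolysis and 67.9% for TCA cycle genes, not comparable with the shares without the block. The 4T1 marker list had a median log2 fold change of 1.01. The tests by permutation could not go below 0.0625, and each had p = 0.0625. This is the limit of the 16 splits that part all same-numbered samples, not a smaller effect. Across all genes, the deviations of same-numbered samples hardly correlated (mean correlation 0.01, from -0.03 to 0.07), which cannot exclude that these samples are paired. In limma the block gave 993 genes with a fold change over 2 and 5399 at any fold change. The separations kept a permutation p under 0.05 with each other distance, gene scaling and sample scaling that was run and with each sample left out: from 32.3% to 57.3% for all genes under the other measures and from 42.1% to 52.8% with 1 sample left out. With 1 sample left out they ranged from 62.1% to 70.8% for glycolysis and from 41.9% to 55.8% for TCA cycle genes; without scaling of the genes they were 41.7% (permutation p = 0.0238) and 60.5%. Rescaling to the same total, added for the separations after the data were seen, gave 44.9% for all genes, 51.2% for glycolysis and 45.4% for TCA cycle genes, and scaling to T cell markers 43.9%, 50.9% and 42.2% (permutation p = 0.00794 for each).

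The reported genes that changed sign were Pgam1, Gzmb and Cldn7. With rescaling to the same total the log2 fold change was 0.00550 for Pgam1 (from -0.17) and 0.15 for Cldn7 (from -0.00266); with scaling to T cell markers it was 0.00570 and 0.15. Cldn7 was also at 0.00131 with a pseudocount of 0.01, 0.0322 with sample weights, 0.0121 with voom, 0.0106 with voom without a filter and 0.0348 without replicate 1 of both groups, and between -0.15 and 0.10 with 1 sample left out. Gzmb (0.03) was at -0.0266 without replicate 1 of both groups and between -0.0114 and 0.0775 with 1 sample left out. The cause was not tested.

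Other splits of the samples were compared with the real one. Of the 16 splits that part all same-numbered samples, 1, the real split, gave 1016 or more genes with a fold change over 2, and 1 gave 5742 or more genes at any fold change; the other splits of this kind gave at most 1 and 3 genes. With 16 splits the share cannot fall under 0.05, so this count alone decides nothing. Of 84 further splits, drawn at random from those that keep some same-numbered samples together, 0 gave as many genes; they gave at most 2 and 3.

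The depth limits the genes with few fragments. Nppb, for example, had at most 2 fragments in every CD8+4T1 sample, and its log2 fold change was between 1.59 and 5.09 across the alternatives that kept all samples.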

Differences from the paper's values

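The paper's number of genes that differed is 1828, and its text does not state the threshold behind this number. Here 5742 genes had an adjusted p under 0.05 in limma at any fold change. With a fold change over 2 as well, the count was 1016. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's without a filter on low values (1428) and with a fold change over 1.5 (2269); the others, each sample left out included, gave between 203 and 1202. Voom on recovered fragments without a filter, chosen after the values were seen, gave 1969 genes.

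The paper gives these genes as 6.1% of the genes expressed, against 3.15% of the genes above 0 FPKM in any sample here. The share was 4.42% without a filter on low values and 7.03% with a fold change over 1.5; the other alternatives set before the data were examined gave between 0.629% and 3.72%. Voom without a filter, chosen after the values were seen, gave 6.10%.

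The legend of Fig. 7d counts about 1500 genes as up, read by eye, against 765 genes higher in CD8+4T1+NaAc here. The number was 1146 without a filter on low values, 1006 with rescaling to the same total and 1397 with a fold change over 1.5; the other alternatives set before the data were examined gave between 123 and 851. Voom without a filter, chosen after the values were seen, gave 1558.

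The paper states that the samples did not cluster by group. Here the groups held 43.1% of the squared distance between samples (exact permutation test, p = 0.00794), and the first principal component separated them. With the replicate number as a block the p was 0.0625.

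The paper states that neither glycolysis nor TCA cycle genes separated the groups. Here 63.2% and 44.7% of the squared distance lay between the groups (exact permutation test, p = 0.00794 for each; 0.0625 for each with the replicate number as a block), on lists of enzymes that can differ from the paper's.

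The paper names no TCA cycle gene as changed. Here 8 of 21 had an adjusted p under 0.05 in limma, with log2 fold changes between -0.38 (Dld) and 1.10 (Idh1). No alternative gave 0 such genes. The list used here counts Idh1, Mdh1 and Aco1, which encode cytosolic forms of the enzymes, and it can differ from the paper's. Of the 4 called higher, Idh1 (r = 0.72), Idh2 (r = 0.78) and Cs (r = 0.62) followed the 4T1 markers across samples, and Mdh1 less so (r = 0.20). Without the genes that follow the markers with r of at least 0.7, 2 were called higher and 4 lower. This alternative was chosen after the values were seen.

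The paper names Tnf, Elf4 and Tcf3 among the T cell genes that differed and Pgam1 among the decreased glycolytic genes; here their adjusted p in limma was 0.0777, 0.0615, 0.0950 and 0.0577. Tnf was called with rescaling to the same total and in protein-coding genes. Elf4 was called with a mean of at least 5 FPKM, median-ratio scaling, sample weights, the replicate block, protein-coding genes, voom and without CD8+4T1+NaAc replicate 1. Tcf3 was called with rescaling to the same total and with sample weights, and Pgam1 with median-ratio scaling, sample weights, protein-coding genes, voom and without CD8+4T1+NaAc replicate 1. Of the alternatives chosen after the values were seen, scaling to T cell markers called Tnf and Tcf3, leaving out replicate 1 of both groups called Elf4 and Pgam1, and voom without a filter called Pgam1.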

Other observations

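The test of Gapdh fragments was chosen only after the result was seen, and both tests of the pseudogene share were written after that share was seen and before they were run. The paper measured the acetate genes by qPCR (Fig. 7f) and does not say whether in the samples that were sequenced; the RNA sequencing values of these genes are given here. Slc16a1 had 19.9 ± 1.81 FPKM (SD, n = 5) in CD8+4T1 and 24.3 ± 3.43 FPKM in CD8+4T1+NaAc (log2 fold change 0.27, limma adjusted p = 0.0603, from 0.00162 to 0.111 across the alternatives that kept all samples), and Slc16a3 had 59.5 ± 3.79 and 40.0 ± 1.32 FPKM (-0.57, limma adjusted p = 3.07e-05). Acss1 had 1.60 ± 0.259 and 2.35 ± 0.212 FPKM (0.54, limma adjusted p = 0.00510), and Acly had 44.0 ± 1.68 and 47.7 ± 1.77 FPKM (0.12, limma adjusted p = 0.0607). Acss2 was below the filter, with 0.297 ± 0.0458 and 0.616 ± 0.124 FPKM and no overlap between the groups (exact permutation test, two-sided, p = 0.00794). Ifng had 480.9 ± 61.6 and 407.6 ± 107.2 FPKM (-0.27, limma adjusted p = 0.243), and Gzmb had 2232 ± 149.4 and 2285 ± 169.8 FPKM (0.03, limma adjusted p = 0.755). Across the alternatives that kept all samples, the limma adjusted p of Acly was between 0.000729 and 0.103, with log2 fold changes up to 0.29. That of Gzmb was between 0.0302 and 0.881, with log2 fold changes up to 0.21. For Ifng it was between 0.0763 and 0.749.

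Cd4, a marker of other T cells, had 0.541 ± 0.169 FPKM (SD, n = 5) in CD8+4T1 and 1.60 ± 0.187 FPKM in CD8+4T1+NaAc (log2 fold change 1.44, limma adjusted p = 0.000317). Lyz2, a myeloid marker, had 0.536 ± 0.270 and 1.12 ± 0.385 FPKM (0.96, limma adjusted p = 0.0328), and lost its call in 6 of the 10 fits that each left out 1 sample.

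The listed genes held between 95.5% and 97.9% of the fragments behind the FPKM in CD8+4T1 and between 89.8% and 92.1% in CD8+4T1+NaAc (exact permutation test, two-sided, p = 0.00794). The fragments outside the listed genes were not analysed here.

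Gapdh was listed at 8.54 to 70.7 FPKM, while the processed pseudogene Gm13394, which carries the same protein annotation, was listed at 702.5 to 991.7 FPKM. Over the samples a median of 95.0% of the fragments of Gapdh and its 254 processed pseudogenes were counted on the pseudogenes. The log2 fold change of Gapdh was -1.01 alone (limma adjusted p = 0.284) and -0.23 summed with the pseudogenes (exact permutation test, two-sided, p = 0.0873). A candidate explanation is that the counting placed reads of Gapdh on its copies.

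Processed pseudogenes made up 30.3% of the genes called lower with a fold change over 2 (76 of 251) and 3.01% of those called higher (23 of 765; Fisher's exact test, p = 6.5e-31, across genes, which are not independent replicates). Noise of weakly expressed genes was tested: at a mean of at least 5 FPKM processed pseudogenes were still 35% of the 80 genes called lower, so it does not explain the share. Reads shared with source genes were tested through the source genes' own change. The median log2 fold change was -0.51 for the source genes of 31 pseudogenes called lower and -0.22 for those of 443 pseudogenes not called, a difference of -0.28. Reads of source genes that fell may therefore account for part of this share; a biological explanation was not tested.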
